# TGFß1 Stimulates Lymphatic Endothelial Cells to Produce IL7 and IL15, Which Act as Chemotactic Factors for Breast Cancer Cells with Mesenchymal Properties

**DOI:** 10.1007/s10911-023-09552-y

**Published:** 2023-12-06

**Authors:** Nikolina Giotopoulou, Wenyang Shi, Malgorzata Maria Parniewska, Wenwen Sun, Jonas Fuxe

**Keywords:** Lymph metastasis, Chemotactic migration, EMT, TGFβ1, IL7, IL7R, IL15, IL15RA

## Abstract

The lymphatic system is a major gateway for tumor cell dissemination but the mechanisms of how tumor cells gain access to lymphatic vessels are not completely understood. Breast cancer cells undergoing epithelial-mesenchymal transition (EMT) gain invasive and migratory properties. Overexpression of the cytokine transforming growth factor β1 (TGFβ1), a potent inducer of EMT, is frequently detected in the tumor microenvironment and correlates with invasion and lymph metastasis. Recently, we reported that TGFβ1 stimulated breast cancer cells with mesenchymal properties to migrate in a targeted fashion towards the lymphatic system via CCR7/CCL21-mediated chemotaxis, similar to dendritic cells during inflammation. Here, we aimed to identify additional chemotactic factors and corresponding receptors that could be involved in guiding breast cancer cells through the lymphatic system. Through a combination of RNA sequencing analysis, database screening and invasion assays we identified IL7/IL7R and IL15/IL15R as pairs of chemokines and receptors with potential roles in promoting chemotactic migration of breast cancer cells with mesenchymal properties towards the lymphatics. The results demonstrate the capacity of TGFβ1 to orchestrate crosstalk between tumor cells and lymphatic endothelial cells and warrant further studies to explore the roles of IL7 and IL15 in promoting lymph metastasis of breast cancer.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10911-023-09552-y.

## Introduction

During inflammation, dendritic cells are activated and migrate to lymph nodes, where they perform antigen presentation to T cells. Migration of dendritic cells through the lymphatic system occurs in a targeted fashion and is driven by chemotaxis. The mechanism involves upregulation of chemokine receptors like CCR7 in activated dendritic cells allowing them to sense and migrate towards lymphatic endothelial cells expressing CCL21. Endothelial cells of lymphatic capillaries are equipped with semi-open, button-like junctions, that support uptake of cells and fluid into the lymphatic system [1]. Thus, the step of intravasation of cells into the lymphatic system is supported by structural components in lymphatic capillaries.

Lymph metastasis is an important prognostic factor and usually the first sign of metastatic spread in breast cancer and other types of cancer [2]. Breast cancer patients with lymph node metastasis have a 40% lower five-year survival rate compared to those without [3]. Despite its clinical relevance, the underlying mechanisms driving tumor cell dissemination through the lymphatic system remain incompletely understood. Breast cancer cells acquire invasive and migratory properties by undergoing epithelial-mesenchymal transition (EMT) [4, 5]. EMT is a latent developmental process, which can be reactivated in cancer tissues where cytokines with EMT-inducing properties are frequently overexpressed. Thus, EMT is associated with and to a certain degree, driven by tumor-related inflammation [6]. Overexpression of the cytokine TGFβ1, a potent inducer of EMT, in breast cancer tissues and plasma samples from breast cancer patients is associated with lymph node metastasis [7, 8]. TGFβ1-induced EMT is driven by transcriptional reprogramming and involves cooperative action of Smad transcription factors and core EMT-TFs including members of the SNAIL, ZEB and TWIST families [9, 10].

Tumor cells undergoing EMT lose epithelial characteristics including apical-basal polarity and cell-cell junctions. In parallel, they gain mesenchymal features including an elongated, fibroblast-like morphology, a reorganized cytoskeleton, and invasive and migratory capabilities. EMT is a plastic process and cells may shift between different epithelial/mesenchymal states during the metastatic process. The plasticity of EMT is underscored by studies showing that breast cancer cells undergoing EMT adopt properties of mesenchymal stem cells and have the capacity to transdifferentiate into adipocytes [11, 12].

Previously, we reported that TGFβ1-induced EMT promotes lymphatic dissemination of breast cancer cells by activating CCL21/CCR7-mediated chemotaxis [13, 14]. This is in line with studies showing the involvement of CCR7 and CXCR4 in breast cancer metastasis [15, 16]. Yet, recent reports indicate that the role of CCR7 seems to vary between different subtypes of breast cancer [17], and that expression of CCR7 in breast cancer tissues is not predictive for lymph metastasis [18]. Based on this, we set out to explore possible additional chemotactic mechanisms linking TGFβ1 to EMT and lymphatic dissemination of breast cancer cells.

## Materials and Methods

### Cell Culture

Namru Murine Mammary gland (NMuMG) cells were from ATCC (American Type Culture Collection, VA) and cultured in DMEM (Thermo Fisher Scientific, Gothenburg, Sweden) containing high glucose (4500 g/ml) and supplemented with 10% Fetal Bovine Serum (FBS, Thermo Fisher Scientific) and 1% penicillin + streptomycin. EpXT cells were provided from the laboratory of by Hartmund Beug (Vienna Medical University), and were cultured in DMEM/F-12 medium (Thermo Fisher Scientific) supplemented with 10% FBS and 1% penicillin + streptomycin. MDA-MB-231 cells (ATCC) were cultured in DMEM (Thermo Fisher Scientific) supplemented with 10% FBS and 1% penicillin–streptomycin. Mouse lymphatic endothelial cells (SV-LEC) [19] (kindly provided by Dr Jonathan S. Alexander, Louisiana State University Health Sciences Center, Shreveport, Louisiana) were cultured in DMEM with high glucose supplemented with 10% FBS and 1% penicillin–streptomycin. Telomerase-immmortalized human dermal lymphatic endothelial cells (iLEC) [20] were kindly provided by Dr. Professor Lena Claesson Welsh at Uppsala University) and were cultured as previously described [14]. All cells were cultured in 37 °C and 5% humidified CO_2_ incubator.

For collection of conditioned medium from SV-LEC and iLEC cells, cells were seeded in 10 cm dishes (Thermo Fisher) and grown in medium containing low serum concentration (0.2%) and either supplemented or not with 10 ng/ml TGFβ1 (#P04202, R&D Systems, Abingdon, UK) and collected for 72 h. Control medium was generated in the same way using 10 cm dishes, in which no cells were seeded.

### Western Blot Analysis

Western blot was performed according to standard procedures, as described previously [21]. Primary antibodies used were: ZEB1 (AMAb90510, Atlas Antibodies, Lund, Sweden); N-cadherin (Ab98952, Abcam); IL7R (17626-1-AP-20, Proteintech); E-cadherin (3195 S, Cell Signaling); Vimentin (HPA001762, Atlas Antibodies); IL15RA (sc-374,023, Santa Cruz). Antibodies were selected for their documented or based on sequence similarity expected capacity to react with both mouse and human proteins.

### RNA Sequencing and Differential Expression Analysis

RNA sequencing analysis was performed at the core facility for Bioinformatics and Expression Analysis (BEA) at Karolinska Institutet. Total RNA was extracted from quadruplicate samples (technical replicates) of svLEC cells that were either left untreated or treated for 72 h with 10 ng/ml TGFβ1 using RNeasy Mini Kit (Qiagen, Valencia, CA) according to the manufacturer´s protocol. Libraries were prepared using TruSeq Stranded mRNA kit (Illumina) and sequenced on the Illumina Nextseq 550 platform, at single end mode and generating 75 bp reads that were mapped to the mouse reference genome (GRCm38/mm10) and Differential Expression Analysis was performed using EdgeR and the generalized linear model (GLM) likelihood ratio statistical test [22]. Threshold for significantly changing genes was set at FDR < 0.05. Gene Ontology Enrichment Analysis was performed in DAVID [23, 24] using significantly upregulated genes with a logFC > 1.5. The RNA sequence data have been submitted to Gene Expression Omnibus (GEO), accession number GSE241881.

### Quantitative Real-Time RT–PCR Analysis

The extraction of total RNA was done by using the RNeasy mini kit (Qiagen) according to the manufacturer’s instructions. cDNA synthesis was done by the use of QuantiTect Reverse Transcription kit (Qiagen) using an amount of 1 µg of total RNA. For qPCR (quantitative realtime PCR) analysis, cDNA mixture was used in an amount of 5 ng for PCR amplification by QuantiTect SYBR Green PCR Kit (Qiagen) with validated QuantiTect primers (Qiagen). The following genes were analyzed: Mouse *Il6*, *Il7*, *Il15*, *Cx3cl1*, *Serpine1*, *Cxcl16*, *Ccl17* and *l19;* Human *IL7* and *IL15*. The PCR was carried out as follows: 3 min at 95 °C followed by 35 cycles of 3 s at 95ºC, 20 s at 55 °C and 2 s extension step at 72 °C in Biorad PCR system. The sequence of used primers are listed in Table S1.

### Invasion Assays

Invasion assays were performed by using 8-µm pore cell culture inserts (Merck-Millipore, Solna, Sweden). Cloning cylinders (6 mm diameter, Thermo Fischer Scientific) were placed in the inserts and 200 µl of growth factor-reduced Matrigel (3 mg/ml, diluted 1:10 in DMEM medium, AH Diagnostics, Solna, Sweden) was added into the cell culture inserts and allowed to solidify for 1 h in a 37 °C incubator. 30,000 cells (in 50 µl DMEM containing no FBS) were seeded on top of Matrigel plugs in the culture inserts. NMuMG cells were pre-treated with 10ng/ml of TGFβ1 for 72 h to induce EMT, while EpXT cells and MDA-MB-231 cells were untreated. Inserts containing cells seeded on top of Matrigel plugs were subsequently placed in separate wells of a 24-well plate, in which 700 µl of control medium (DMEM without FBS), control medium supplemented with recombinant TNFa (10 ng/ml), IL7 (10ng/ml) or IL15 (10ng/ml) (#P01375; #P13232.1; #P40933.1; all from R&D Systems), or conditioned medium collected during 72 h from untreated or TGFβ1-treated (10 ng/ml) SV-LECs had been added. A neutralizing IL7 antibody (#PA5-46944, Thermo Fisher Scientific), or an isotype matched control antibody (#AB-108-C, Biotechne Ireland Limited, Dublin, Ireland), was added to the conditioned medium from TGFβ1-treated SV-LECs at a concentration of 80 ng/ml 30 min prior to the invasion assays. After 4 h, cells that had migrated to the lower chamber were counted using Alamar blue and Countess (Thermo Fisher Scientific) for three separate measurements in each of the triplicates of each sample.

### Cytokine Analysis

The cell culture medium of svLEC stimulated by the TGFβ1 (10 ng/ml) for 72 h was tested by enzyme-linked immunosorbent assay (ELISA) kit for detection of the concentration of mouse IL7 (Proteintech, KE10028) and IL5 (Proteintech, KE10060). The supernatants were centrifuged to remove cellular debris and concentrated by Amicon Ultra-2 Centrifugal Filter Unit (Merk). The experiment was performed in triplicate.

### Statistical Analysis

Statistical analysis for comaprisons between two groups were performed with unpaired T-test. For comparisonsn between more than two groups, ANOVA was used followed by Tukey’s multiple comparisons test using Prism 9. Data represent means ± s.e.m. with three independent experiments in triplicate. The following significance levels were used: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## Results

### Breast Cancer Cells Undergoing TGFβ1-Induced EMT Acquire Chemotactic Properties

A combination of cellular models was used to study chemotactic properties of breast cancer cells with mesenchymal characteristics. Namru mouse mammary gland (NMuMG) epithelial cells are frequently used as a model of transient, TGFβ1-induced EMT [10, 25]. Mouse mammary EpXT tumor cells, on the other hand, is continuously in EMT through cooperative effects of TGFβ1 and oncogenic Ras signaling [26]. Human MDA-MB-231 breast cancer cells are classified as basal-like breast cancer cells with mesenchymal properties [27]. Western blot analysis with the commonly used EMT markers E-cadherin, N-cadherin, vimentin and ZEB1 demonstrated that NMuMG cells exposed to TGFβ1 (10ng/ml, 72 h), acquired EMT characteristics and confirmed mesenchymal properties of EpXT cells and MDA-MB-231 cells (Fig. 1A and Supplementary Fig. S1A-D).

**Fig. 1:**
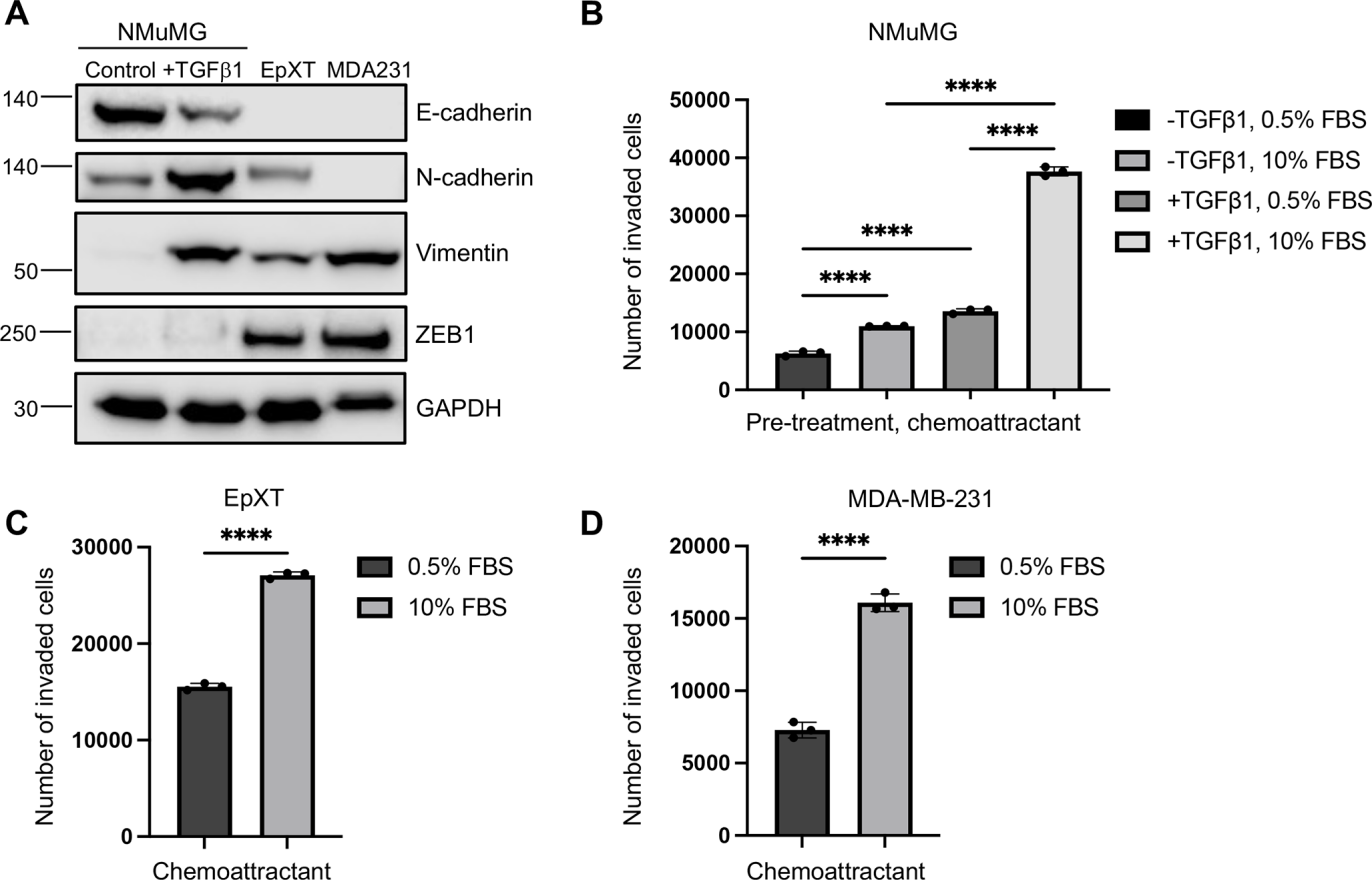
Chemotactic properties of breast cancer cells with mesenchymal characteristics. (**A**) Representative western blot of EMT markers in non-treated (control) and TGFβ1 treated (10 ng/ml, 72 h) NMuMG cells, EpXT cells and MDA-MB-231 (MDA231) cells. E-cadherin, N-cadherin, ZEB1 and vimentin were used as EMT markers. GAPDH was used as a loading control. (**B**) Bar graph showing results from invasion assays, in which the effects of pre-treatment with TGFβ1 (10 ng/ml, 72 h) and/or adding 10% FBS as a chemoattractant in the lower chamber on the invasive capacity of NMuMG cells was analyzed. (**C, D**) Bar graphs showing results from invasion assays analyzing the effect of adding 10% FBS as a chemoattractant in the lower chamber on the invasive capacity of EpXT cells (**C**) and MDA-MB-231 cells (**D**). Data represent mean results from three independent experiments with three technical replicates per condition and experiment. **** = P < 0.0001

Invasion assays were used to study the impact of TGFβ1-induced EMT on the chemotactic properties of NMuMG cells. NMuMG cells that had been induced to undergo EMT by exposure to TGFβ1 invaded slightly more efficiently compared to non-treated cells when medium with 0.5% fetal bovine serum (FBS) was used both in the upper and lower chambers (Fig. 1B). However, when medium with high concentration of FBS (10%) was added to the lower chamber as a chemoattractant, TGFβ1-treated cells migrated significantly more efficiently compared to non-treated cells. The results indicated that NMuMG cells undergoing TGFβ1-induced EMT acquired enhanced chemotactic properties and the ability to sense and migrate towards factors present in FBS. Invasion assays with 10% FBS as a chemoattractant were also performed with EpXT and MDA-MB-231 cells and the results showed that these cells invaded more efficiently in the presence of 10% FBS relative to 0.5% FBS in the lower chamber (Fig. 1C, D).

### Lymphatic Endothelial Cells Exposed to TGFβ1 Secrete Factors that are Chemotactic for Breast Cancer Cells with Mesenchymal Properties

As a next step, invasion assays were performed to study whether TGFβ1 could stimulate lymphatic endothelial cells (SV-LEC) to secrete chemoattractants for breast cancer cells with mesenchymal properties. Control medium or conditioned medium from SV-LEC lymphatic endothelial cells that had been left untreated or treated with TGFβ1 (10 ng/ml) for 72 h was collected and used in invasion assays (Fig. 2A). The results showed that conditioned medium from TGFβ1-treated SV-LECs increased the invasive capacity of NMuMG cells significantly more efficient than conditioned medium from untreated SV-LECs, or control medium (Fig. 2B). Similar results were found for EpXT cells and MDA-MB-231 cells, showing that these cells migrated more efficiently towards conditioned medium from TGFβ1-treated SV-LEC cells compared to conditioned medium from untreated SV-LECs, or control medium (Fig. 2C, D). The results indicated that TGFβ1 stimulates SV-LECs to produce chemotactic factors that promote invasion of breast cancer cells with mesenchymal properties.

**Fig. 2:**
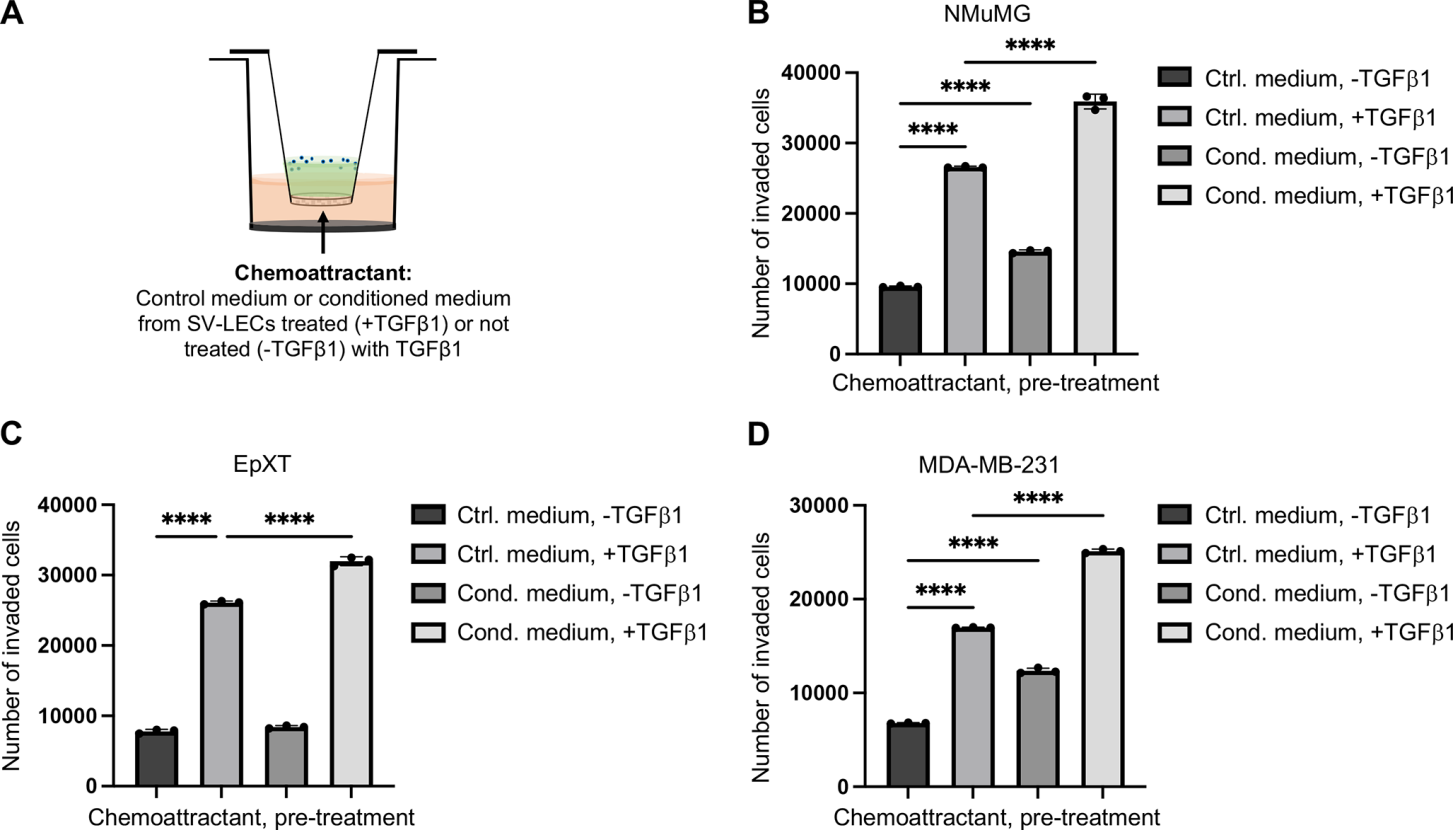
Lymphatic endothelial cells exposed to TGFβ1 secrete factors that promote invasion of breast cancer cells with mesenchymal properties. (**A**) Schematic drawing of the experimental setup where either control (Ctrl.) or conditioned (Cond.) medium from untreated (-TGFβ1) or TGFβ1-treated (+ TGFβ1) SV-LEC cells was used as a chemoattractant in invasion assays. (**B-D**) Bar graphs showing results from invasion assays, in which the effects of control medium or conditioned medium from untreated or pre-treated with TGFβ1 (10 ng/ml, 72 h) SV-LECs on the invasive capacity of NMuMG cells (**B**), EpXT cells (**C**) and MDA-MB-231 cells (**D**) were analyzed. Data represent mean results from three independent experiments with three technical replicates per condition and experiment. **** = P < 0.0001

### RNA Sequencing Identifies Chemotactic Factors Induced in Lymphatic Endothelial Cells Exposed to TGFβ1

To identify chemotactic factors induced in SV-LECs by TGFβ1 that could stimulate chemotaxis of breast cancer cells with mesenchymal properties we performed RNA sequencing and differential gene expression analysis of TGFβ1-treated versus non-treated SV-LECs. 

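SV-LECs, a line of mouse lymphatic endothelial cells, were left untreated or exposed to 10 ng/ml TGFβ1 for 72 h, and RNA of 4 samples per group was sequenced with single-end reads of 75 bases from stranded poly(A) libraries. The paper's Methods describe the 4 samples of each group as technical replicates. The errors and p-values from these libraries therefore cover technical variation and not the variation between independent experiments. The authors aligned the reads to GRCm38 and deposited the number of reads counted on each of 55471 genes, without normalization. The paper's text does not name the counting program, and it does not state whether the strand of the reads was used in counting. Total counts were between 19182616 and 26077972 in the untreated libraries, with a median of 21377858, and between 18952504 and 26386941 in the TGFβ1-treated libraries, with a median of 20944269. Values were expressed as CPM, the counts scaled to the normalized size of each library. A floor of 3 counts corresponded to 0.113 to 0.152 CPM in the untreated libraries and to 0.116 to 0.162 in the TGFβ1-treated libraries, which covers counting error only. For each of the 12 pairs of libraries within a group, chi-square divided by its degrees of freedom was computed over genes with at least 20 counts in the pair. It lay between 2.37 and 7.84, so the libraries of a group differed by more than sampling noise. Genes with low counts were removed with edgeR's filterByExpr on the 2 groups, libraries were scaled with the TMM method, and the groups were compared with edgeR's generalized linear model and likelihood ratio test, which the paper's Methods name. Genes with a Benjamini-Hochberg false discovery rate (FDR) under 0.05 were taken as significantly changed. The first principal component of log2 CPM parted the groups and held 88.8% of the variance. The second component held 3.26% and spread the libraries within both groups.

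**Figure D1:**
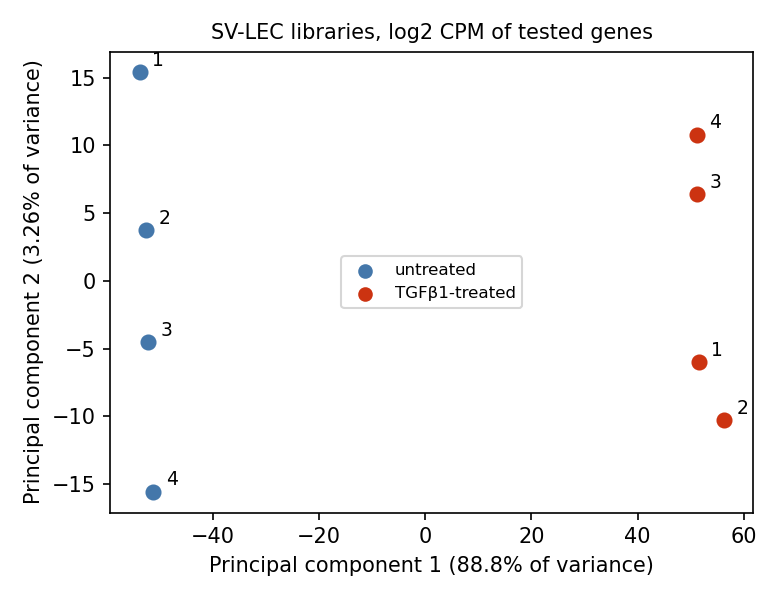
Principal components of TMM-normalized log2 CPM, with 1 point per library. The first axis, with 88.8% of the variance, parts the 4 untreated from the 4 TGFβ1-treated libraries, and the second, with 3.26%, spreads the libraries within each group.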

Global expression analysis showed that out of 12,869 mRNAs detected, 4971 were significantly upregulated while 4996 genes were significantly downregulated in SV-LECs after exposure to TGFβ1 (Fig. 3A). 

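After removal of genes with low counts, 13818 genes were tested. At an FDR under 0.05 from edgeR's likelihood ratio test, 5198 genes were higher and 5251 were lower in TGFβ1-treated SV-LECs, together 75.6% of the genes tested. edgeR's quasi-likelihood test, which also models the uncertainty of each gene's dispersion, gave 5200 higher and 5246 lower genes, and 10363 genes were called by both tests. The common biological coefficient of variation was 0.0523, and 5018 of the significant genes had a log2 fold change between -0.5 and 0.5. In 9641 genes, 69.8% of those tested, all libraries of one group lay above all libraries of the other, against 2.86% by chance. The count of higher genes moved most without the filter on low counts, when 27709 genes were tested and 6385 were higher. With total counts only, without composition factors, 4627 genes were higher and 5899 lower. The likelihood ratio statistic was largest, among higher genes, for Col11a1 (3642.81, log2 fold change 3.95), Angptl4 (3228.25, log2 fold change 3.17) and Pltp (3165.04, log2 fold change 2.90). Among lower genes it was largest for Trf (3804.08, log2 fold change -5.44), Gpc3 (3690.54, log2 fold change -3.81) and Gm11351 (3423.93, log2 fold change -4.83). Col11a1 lies on chromosome 3 of GRCm38 from 114030540 to 114220718 and rose from 31.9 ± 3.62 to 495 ± 11.3 CPM (SD, n = 4 libraries per group). Trf lies on chromosome 9 from 103204001 to 103230444 and fell from 75.3 ± 2.61 to 1.74 ± 0.287 CPM (SD, n = 4). Of its stretches of read length, 55.8% are shared with Gm20425 on the same strand, so the counting step could have divided its reads. Some of the largest estimated fold changes came from genes without counts in one group. Fbxo40, Fermt1 and Fat2 had 0 counts in every untreated library and were at least 33.5-fold, at least 23.0-fold and at least 10.1-fold higher after TGFβ1. By edgeR's estimate the largest falls were those of Depp1 (at least 6.24-fold lower), Cdsn (log2 fold change -5.92) and Rassf9 (at least 9.53-fold lower). The bounds for Depp1 and Rassf9, which had at most 3 counts in each treated library, are smaller than the falls of Trf and Gm11351. All 18 genes that Fig. 3A names among the upregulated genes were significantly higher, with log2 fold changes from 1.95 to 5.31. All 7 named among the downregulated genes were significantly lower, with log2 fold changes from -5.44 to -2.27.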

Hallmark enrichment analysis showed that EMT-related genes were at the top of the induced genes, while genes involved in cell cycle regulation (E2F_TARGETS; G2M_CHECKPOINT) were among the most downregulated ones (Fig. 3B). 

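The Hallmark collection was not used here. Cell cycle genes were represented by the S phase and G2/M lists of the Seurat package, and matrix genes by the Reactome set for extracellular matrix organization. Genes were ranked by log2 fold change and tested with fgsea, with Benjamini-Hochberg adjustment over the 658 sets tested, the Seurat lists included. The 43 S phase genes had a median log2 fold change of -0.61, with 39 significantly lower and 1 significantly higher (normalized enrichment score -2.42, adjusted p = 2.35e-06 from fgsea). Of the 54 G2/M genes, 53 were tested and had a median log2 fold change of -1.74, with 49 significantly lower and 2 significantly higher (normalized enrichment score -3.12, adjusted p = 1.90e-22 from fgsea). Of 265 extracellular matrix genes, 177 were tested. Their median log2 fold change was 0.42, with 116 significantly higher and 43 significantly lower (normalized enrichment score 2.06, adjusted p = 1.21e-08 from fgsea). With genes ranked by the signed likelihood ratio statistic instead, the adjusted p-values from fgsea were 0.000187 for the S phase list, 2.52e-11 for the G2/M list and 0.000187 for the matrix set. limma's camera test, which allows for correlation between genes, gave Benjamini-Hochberg FDRs of 2.94e-09, 1.25e-15 and 0.000163 in the same order. Among the EMT markers and transcription factors that the paper names, Cdh2 rose by a log2 fold change of 0.80 (standard error 0.0523) and Snai1 by 1.17 (standard error 0.144). Snai2, Twist1 and Twist2 fell, with log2 fold changes of -0.82, -0.54 and -0.95. Zeb1 rose by 0.23 on the log2 scale, and Zeb2 was not significantly changed (log2 fold change -0.08, FDR = 0.174 from edgeR's likelihood ratio test). Vim had a log2 fold change of 0.15 (FDR = 0.0151 from edgeR's likelihood ratio test) and was no longer significant when libraries were scaled by total counts (log2 fold change 0.09). Cdh1, with 2 to 21 counts per library, was too low to be tested. Of a list of 21 TGFβ signalling and response genes, 20 were tested. In this list 15 genes were significantly higher, among them Acta2 and Ccn2 with log2 fold changes of 1.89 and 2.06. Smad6, Id3 and Id1 were significantly lower, with log2 fold changes of -1.04, -0.94 and -0.37, and Id2 and Tgfb2 were not significantly changed. The fall of Id1 was not significant with the quasi-likelihood test (FDR = 0.0654 from edgeR). Cdkn1a, which encodes a cell cycle inhibitor, rose by 1.14 and the proliferation marker Mki67 fell by 1.84 on the log2 scale, both singled out after their values were seen.

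**Figure D2:**
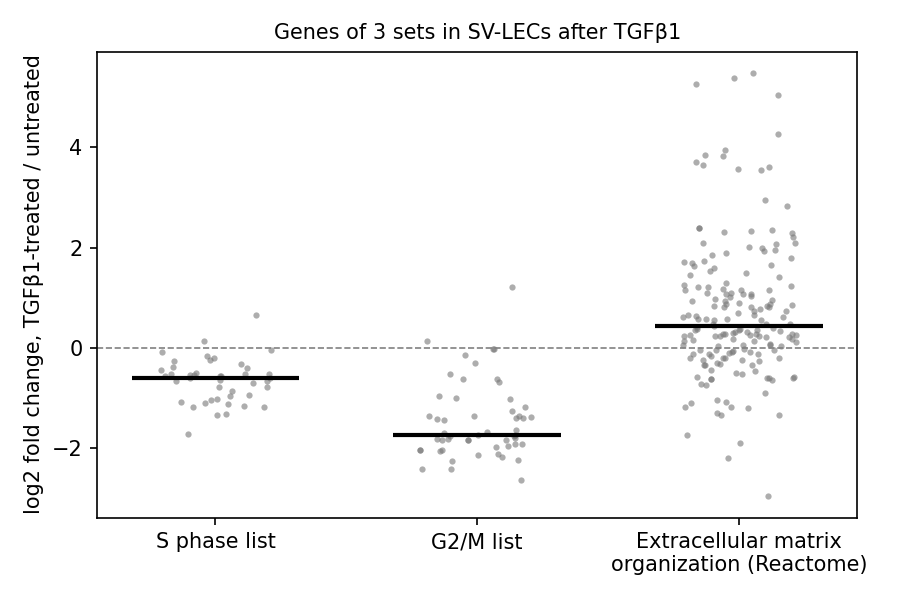
Log2 fold changes of the genes in the S phase, G2/M and extracellular matrix organization lists. The medians lie at -0.61, -1.74 and 0.42.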

Pathway analysis using the Kyoto Ecoclopedia of Genes and Genomes (KEGG) database showed that induced genes were involved in focal adhesion, cytokine- and extracellular matrix-mediated receptor interactions and that repressed genes were involved in cell cycle regulation (Supplementary Fig. S2A).

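KEGG pathways were not used here, and mouse Reactome sets of 15 to 500 tested genes were examined in their place. At an adjusted p under 0.05 from fgsea with Benjamini-Hochberg adjustment, 17 sets were higher and 72, the Seurat lists included, were lower after TGFβ1. Integrin cell surface interactions, with 57 genes, had a median log2 fold change of 0.85 (normalized enrichment score 2.03, adjusted p = 6.89e-05 from fgsea). It was not significant when genes were ranked by the signed likelihood ratio statistic (adjusted p = 0.160 from fgsea). Collagen formation, with 56 genes, had a median of 0.81 (normalized enrichment score 2.15, adjusted p = 3.63e-06 from fgsea). The sets for cytokines did not pass the threshold. Chemokine receptors bind chemokines, with 16 genes, had a median of 0.38 (adjusted p = 0.293 from fgsea), and Cytokine Signaling in Immune system, with 176 genes, had a median of 0.14 (adjusted p = 0.159 from fgsea). Among repressed sets, Cell Cycle, Mitotic, with 378 genes, had a median of -0.29 (normalized enrichment score -2.52, adjusted p = 3.16e-26 from fgsea). Mitotic Prometaphase, with 98 genes, had a median of -0.78 (normalized enrichment score -2.90, adjusted p = 1.98e-17 from fgsea). DNA strand elongation, with 32 genes, had a median of -0.56 and no significantly higher gene (adjusted p = 0.000201 from fgsea).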

**Fig. 3:**
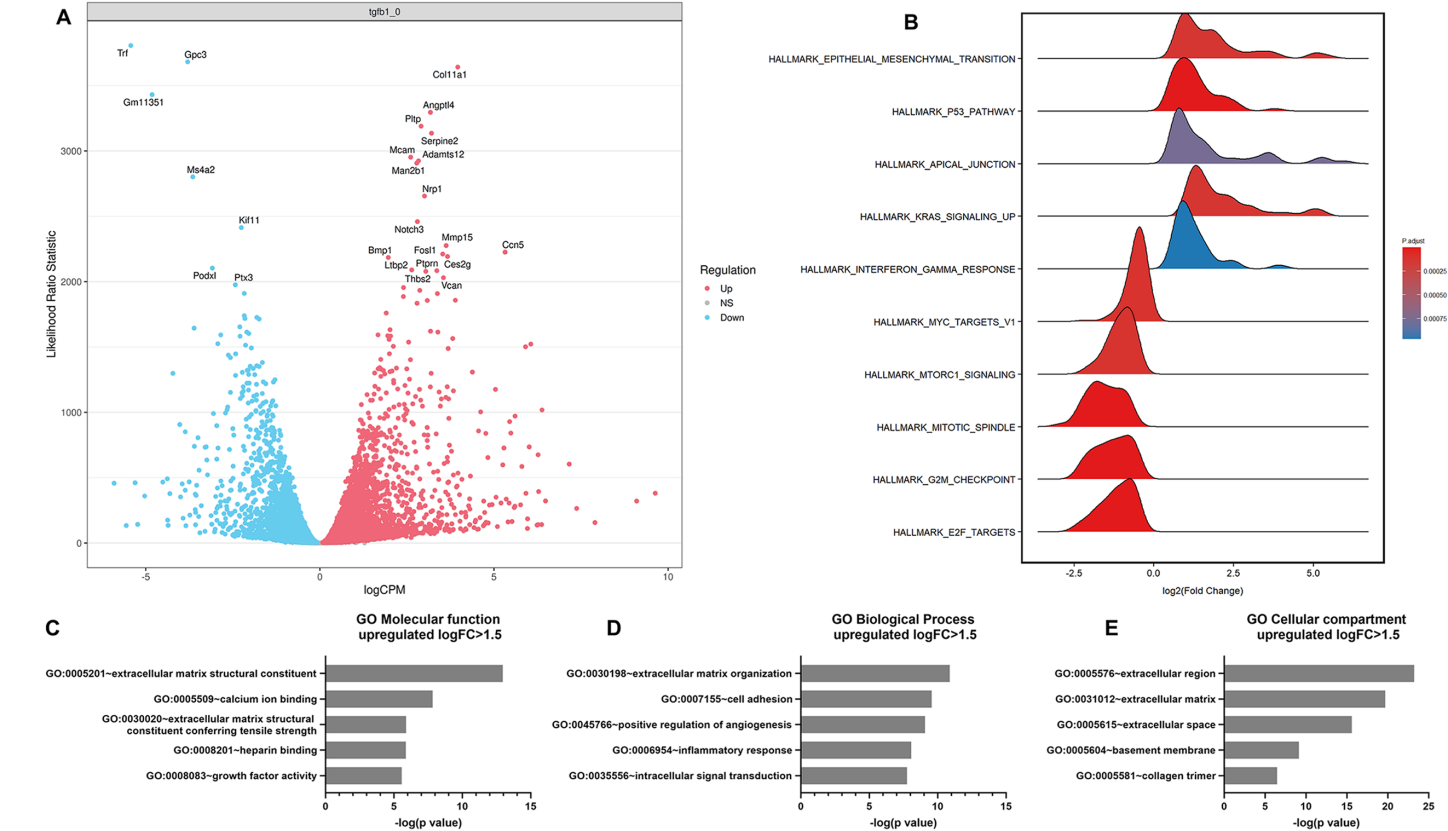
RNA seq analysis identifies TGFβ1-induced genes in SV-LECs. (**A**) Volcano plot showing differentially expressed genes in SV-LEC lymphatic endothelial cells treated with TGFβ1 versus non-treated cells. Red and blue dots indicate significantly 4971 upregulated and 4996 downregulated genes, respectively, among a toal of 12,869 mRNAs that were detected. (**B**) Gene set Enrichment analysis of molecular signature database Hallmark gene sets. (**C-E**) Analysis of top upregulated genes in SV-LEC cells after TGFβ1 treatment. Top 5 Gene Ontology terms enriched among top upregulated genes (logFC > 1.5) with respect to Molecular Function (**D**) Biological Process (**E**), and Cellular Compartment (**F**) are shown

To narrow down our search for chemotactic factors induced in SV-LECs by TGFβ1 we focused on 685 genes significantly upregulated by logFC > 1.5. 

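A log2 fold change above 1.5 together with an FDR under 0.05 was reached by 836 genes, and a log2 fold change below -1.5 with the same FDR by 423 genes. In 85 of the 836 genes no untreated library had more than 3 counts, so edgeR's estimates for them depend on the prior count. Computed against the floor of 3 counts instead, 85 of the 85 rose by more than 1.5 on the log2 scale. In 10 of the 423 genes no treated library had more than 3 counts, and 10 of the 10 fell by more than 1.5 against the floor. The filter on low counts fixes both outcomes, since it keeps such genes only where every library of the other group lies well above the floor. They are therefore no check on the prior count. With a prior count of 2, 766 genes instead of 836 were above 1.5. The number of genes above 1.5 was 2234 without the filter on low counts and 631 among genes with at least 1 CPM in at least 4 libraries. These counts combine a test against no change with a threshold on the estimate. When the change itself was tested against a log2 fold change of 1.5 with edgeR's glmTreat, 557 genes had an FDR under 0.05. The quasi-likelihood test selected 836 genes, of which 835 were shared.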

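Gene Ontology annotation was not used here, and Reactome's extracellular matrix organization set took the place of the term of that name. Of 4359 tested genes that belong to any Reactome set, 249 passed both cutoffs, and 39 of these were among the 177 matrix genes. The odds ratio was 5.35 (Fisher's exact test, one-sided, p = 4.68e-14). It ranged from 4.05 to 5.97 across the alternative settings that used all 8 libraries. The other terms of the Gene Ontology analysis were not analysed here.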

Gene ontology analysis showed that these genes encoded proteins with various molecular functions and biological processes including extracellular matrix organization, calcium ion binding, heparin binding, growth factor activity, cell adhesion, angiogenesis and inflammation (Fig. 3C, D). 

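All 120 genes listed in Supplementary Table S2 were found in the count table by their Ensembl identifiers and were tested, and 119 had an FDR under 0.05 with a log2 fold change above 1.5. The exception, Calr, had a log2 fold change of 1.4954. Across the list edgeR's estimates of the log2 fold change started at 1.50, with a median of 2.23. In all 120 genes every TGFβ1-treated library lay above every untreated library. In 7 of the genes no untreated library had more than 3 counts, and these were at least 7.79-fold to at least 41.0-fold higher. The largest log2 fold change among the other genes was 5.79. With each library left out in turn, 111 genes passed both cutoffs in all 8 fits. With glmTreat 94 of the genes passed. Because the list holds the authors' own calls on these libraries, its counts show no independent stability.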

Further analysis using the term “cellular compartment” identified a cluster of 120 induced genes encoding proteins secreted into the extracellular space (Fig. 3E, Supplementary Table S2).

Within this cluster, we identified three chemokines: *Cx3cl1*, *Cxcl16* and *Ccl17*; and three members of the interleukin family: *Il7*, *Il15* and *Il6*, among the TGFβ1-induced genes encoding extracellular proteins in SV-LECs (Supplementary Fig. S2B). 

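Each value is a mean CPM with its SD over n = 4 libraries, and each FDR comes from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment over all genes tested. Positions are on GRCm38. Cx3cl1 (ENSMUSG00000031778, chromosome 8, 94772009 to 94782427) rose from 3.25 ± 0.464 to 35.4 ± 3.35 CPM, a log2 fold change of 3.45 (standard error 0.115, FDR = 2.72e-227 from edgeR). Cxcl16 (ENSMUSG00000018920, chromosome 11, 70453983 to 70459984) rose from 28.7 ± 0.747 to 101 ± 3.22 CPM, a log2 fold change of 1.81 (standard error 0.0510, FDR = 9.02e-279 from edgeR). Of its stretches of read length, 15.4% also lie on the opposite strand of Zmynd15, a gene chosen after its values were seen, which rose by 2.77 on the log2 scale. Ccl17 (ENSMUSG00000031780, chromosome 8, 94810453 to 94812036) had at most 3 counts in each untreated library and 20 to 29 in each TGFβ1-treated library. It was at least 8.69-fold higher (FDR = 2.30e-24 from edgeR), and a filter of 1 CPM in at least 4 libraries removed it. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) rose from 7.06 ± 1.28 to 22.2 ± 1.38 CPM, a log2 fold change of 1.64 (standard error 0.109, FDR = 3.62e-51 from edgeR). Il7 (ENSMUSG00000040329, chromosome 3, 7569994 to 7613760) rose from 2.03 ± 0.274 to 6.45 ± 1.20 CPM, a log2 fold change of 1.66 (standard error 0.169, FDR = 4.95e-23 from edgeR). It shares 0.541% of its stretches with Gm16685 on the opposite strand, also chosen after its values were seen. Il15 (ENSMUSG00000031712, chromosome 8, 82331632 to 82403222) rose from 2.37 ± 0.207 to 7.47 ± 1.07 CPM, a log2 fold change of 1.64 (standard error 0.150, FDR = 1.40e-28 from edgeR). The quasi-likelihood FDRs from edgeR were 8.20e-13 for Cx3cl1, 1.16e-13 for Cxcl16, 8.85e-07 for Ccl17, 3.21e-09 for Il6, 1.95e-07 for Il7 and 3.99e-08 for Il15. For all 6 genes every TGFβ1-treated library lay above every untreated library (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). When the rise was tested against a log2 fold change of 1.5 with glmTreat, 3 of the 6 genes passed. For Il6, Il7 and Il15 a rise above that threshold was not shown (FDR = 0.418, 0.764 and 0.776 from edgeR). Of 24 interleukin and chemokine ligand genes tested, 14 were significantly higher and 7 significantly lower, with the same counts when the FDR was adjusted over these genes alone. The 6 named genes were the ones above a log2 fold change of 1.5. Il16, Ccl28 and Il33 fell, with log2 fold changes of -2.26, -1.74 and -1.62. From the genes of this cluster the paper follows the interleukins and chemokines. Together with its results on qPCR, human cells and ELISA and with further experiments, it proposes that IL7 and IL15 attract breast cancer cells of mesenchymal character. The further experiments were receptor expression in breast cancer cells, invasion assays with recombinant IL7 and IL15, and an antibody that neutralizes IL7.

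**Figure D3:**
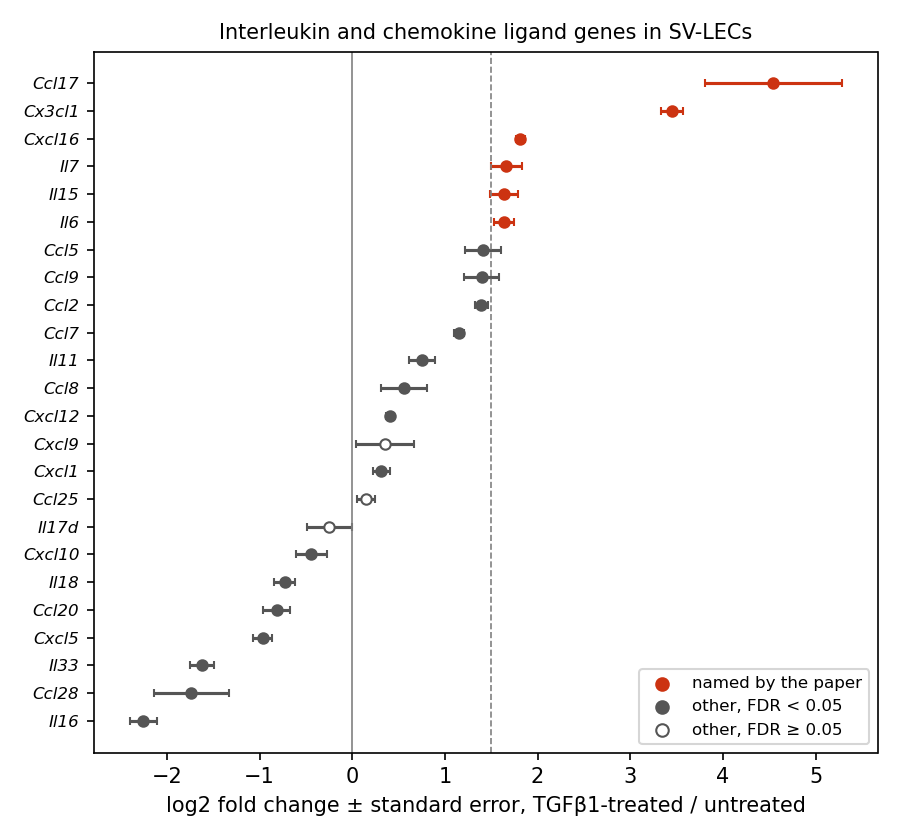
Log2 fold changes with standard errors of the 24 interleukin and chemokine ligand genes tested, TGFβ1-treated against untreated. The 6 genes that the paper names are coloured, open points have an FDR of at least 0.05, and the dashed line lies at 1.5.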

Of these, upregulation of *Il7* and *Il15* (Fig. 4A, B**)**, as well as *Ccl17* and *IL6* (Supplementary Fig. S3A-D) was confirmed by qPCR. To study if the induction of *Il7* and *Il15* in lymphatic endothelial cells was species-specific we exposed human immortalized lymphatic endothelial cells (iLEC) to TGFβ1 (10ng/ml, 72 h) and analyzed the expression of *IL7* and *IL15*. We found that *IL7* and *IL15* were upregulated also in iLEC cells by TGFβ1 (Supplementary Fig. S3E, F). Moreover, conditioned medium from TGFβ1-treated iLEC cells stimulated migration of MDA-MB-231 cells more efficiently compared to medium from non-treated iLECs (Supplementary Fig. S3G). The results suggested that IL7 and IL15 could function as chemotactic factors for breast cancer cells with mesenchymal properties. To explore this we studied whether the upregulation of *IL7* and *IL15* in SV-LEC by TGFβ1 resulted in increased secretion of these interleukins. We analyzed conditioned medium from TGFβ1-treated versus non-treated SV-LEC cells by ELISA and found that the concentration of both IL7 and IL15 was increased in the medium from TGFβ1-treated compared to non-treated SV-LEC cells (Fig. 4C, D).

**Fig. 4:**
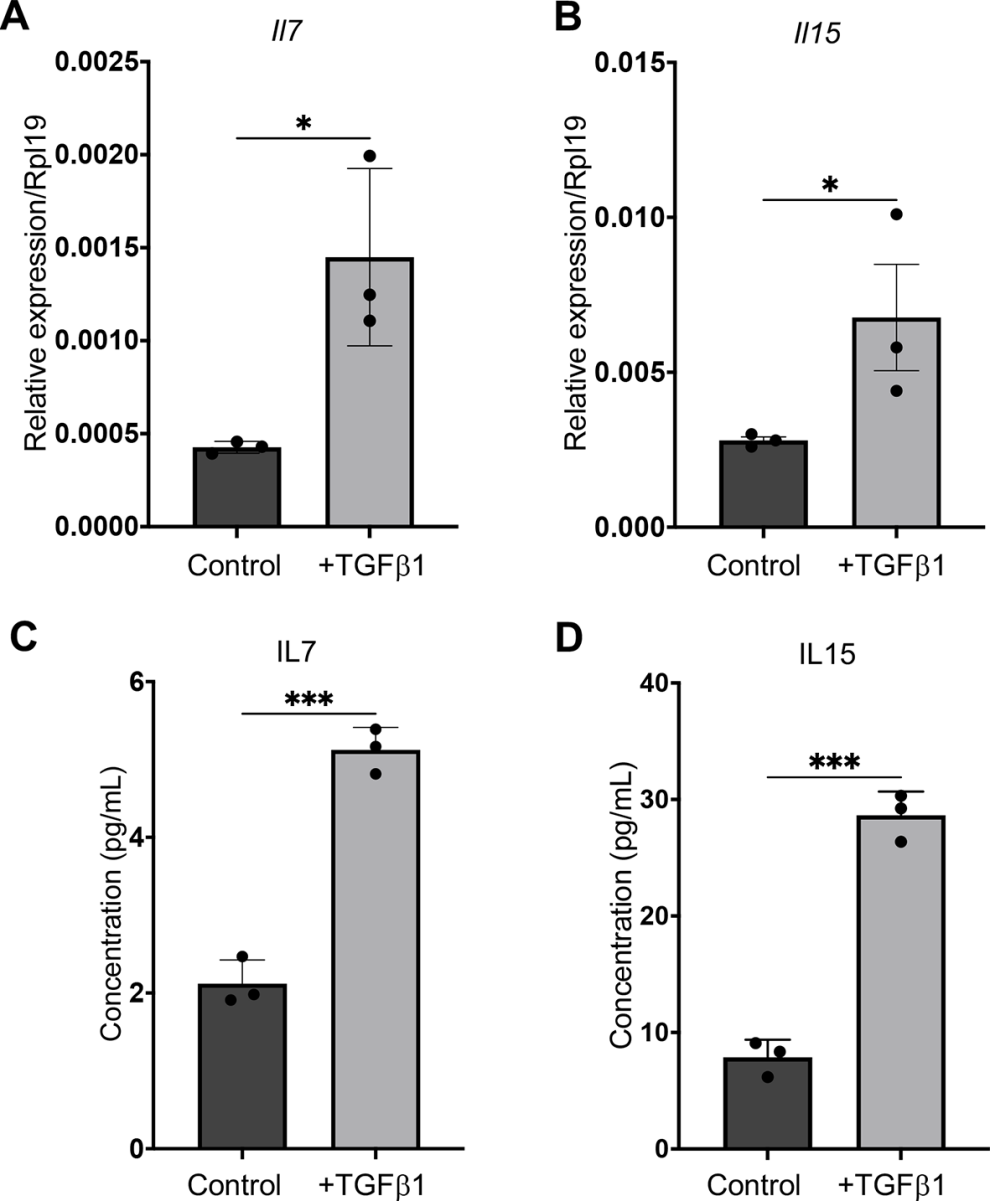
Induction of *IL7* and *IL15* in SV-LEC cells by TGFβ1. (**A, B**) QPCR results validating the RNA seq data showing induction of *Il7* and *Il15* in TGFβ1 treated compared to non-treated SV-LEC cells. (**C, D**) Results from ELISA assays showing increased IL7 and IL15 levels in conditioned medium from SV-LEC cells exposed to TGFβ1 compared to control. Data represent mean results from three independent experiments with three technical replicates per condition and experiment. *** = P < 0.001; * = P < 0.05

This indicated that IL7 and IL15 could act as chemoattractants for breast cancer cells with mesenchymal properties. To evaluate this, we used the Gene expression-based Outcome for Breast cancer Online (GOBO) database to study whether the expression of their corresponding receptors was associated with mesenchymal properties in breast cells. The GOBO database contains gene profiling data of 51 human breast cancer cell lines that have been classified into luminal, basal A and basal B cells [28]. Among these, basal B cells are specifically known to display mesenchymal characteristics. The screening results showed that none of the receptors for Cx3cl1 (*CX3CR1*), Cxcl16 (*CXCR6*), Ccl17 (*CCR4*, *DARC*, *CCR10*) or IL6 (*IL6R*) was more expressed in basal B compared to basal A or luminal breast cancer cells (Supplementary Fig. S4A-F). In contrast, the receptors for IL7 (*IL7R*) and IL15 (*IL15RA*) were significantly overexpressed in basal B compared to luminal breast cancer cells (Fig. 5A, B and Supplementary Fig. S5A, B). The *IL7R* was specifically overexpressed in basal B cells while *IL15RA* was also overexpressed in basal A cells compared to luminal cells. In comparison, we found that the tumor necrosis factor receptor superfamily member 1 A (*TNFRSF1A*), a receptor for the cytokine TNFa, which is linked to EMT and metastasis in breast cancer [29, 30], was overexpressed in basal B cells (Supplementary Fig. S5C). Western blot analysis confirmed the expression of IL7R and IL15RA in MDA-MB-231 cells, and showed that these receptors were expressed also in NMuMG and EpXT cells (Fig. 5C-E), although the expression of both receptors appeared slightly lower in TGFβ1-treated NMuMG cells.

**Fig. 5:**
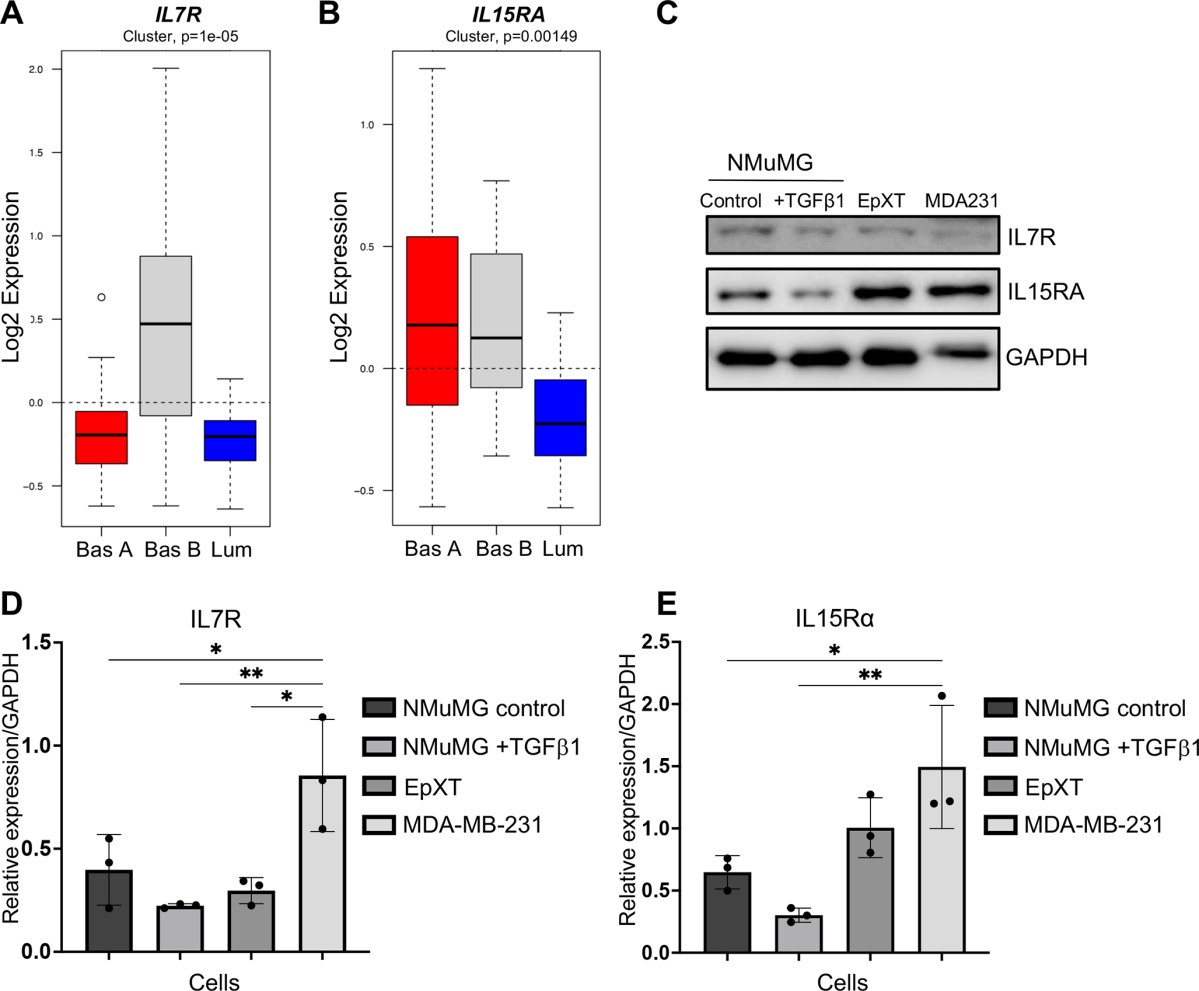
Expression of IL7R and IL15RA in subtypes of breast cancer cells. (**A, B**) Log2 expression data from the GOBO database showing differences in the expression of *IL7R* (**A**) and *IL15RA* (**B**) in human breast cancer cells classified as basal B (Bas B) cells, which are known to display mesenchymal properties, compared to luminal (Lum) cells. (**C**) Representative results from western blot analysis of IL7R and IL15RA protein expression in non-treated (control) and TGFβ1 treated NMuMG cells, EpXT cells and MDA-MB-231 (MDA231) cells. (**D, E**) Bar graphs showing quantification of IL7R (**D**) and IL15RA (**E**) protein levels from three independent Western blot experiments

### IL7 and IL15 are Chemotactic Factors for Breast Cancer Cells with Mesenchymal Properties

Further studies using invasion assays were performed to evaluate whether adding either recombinant IL7 (10 ng/ml) or IL15 (10 ng/ml) as a single factor in the lower chamber could stimulate the invasive capacity of NMuMG and MDA-MB-231 cells. The results showed that each of IL7 and IL15 enhanced invasion of non-treated NMuMG cells compared to control (Fig. 6A). The stimulatory effect of IL7 and IL15 was more evident when mesenchymal NMuMG cells that had been pretreated with TGFβ1 were used in the assay and was similar to 10% FBS. IL7 and IL15 also stimulated the invasion of MDA-MB-231 cells significantly more efficient than 0.5% FBS (Fig. 6B). Similar to this, we found that also TNFα also stimulated invasion of MDA-MB-231 cells (Fig. 6C)

**Fig. 6:**
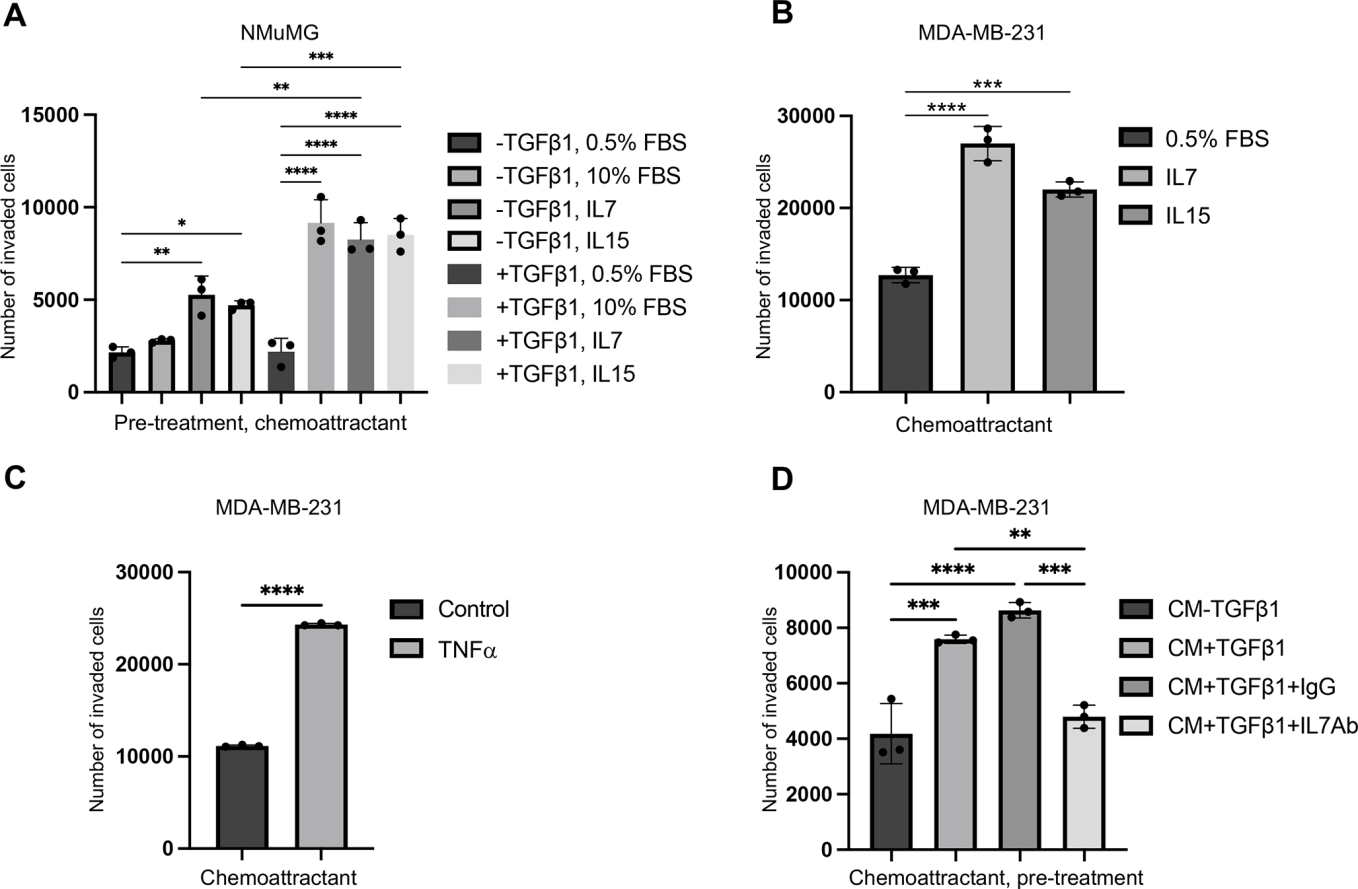
IL7 and IL15 act as chemoattractants for breast cancer cells with mesenchymal properties. (**A**) Results from invasion assays showing the capacity of IL7 (10 ng/ml) and IL15 (10 ng/ml) to promote migration of NMuMG cells pre-treated or not treated with TGFβ1. (**B, C**) Results from invasion assays showing that IL7 and IL15 (**B**) as well as TNFa (10 ng/ml) (**C**) stimulate migration of MDA-MB-231 cells more than control (0.5% FBS). (**D**) Results from invasion assays showing the effect of conditioned medium (CM) from untreated (-TGFβ1) or TGFβ1-treated (10 ng/ml, 72 h) SV-LECs on the invasion of MDA-MB-231 cells in the presence of a neutralizing antibody against IL7 (IL7Ab), or an isotype control IgG antibody (IgG). Data represent mean results from three independent experiments with three technical replicates per condition and experiment. **** = P < 0.0001; *** = P < 0.001; ** = P < 0.01; * = P < 0.05

Together, the data suggested that IL7 produced and secreted by lymphatic endothelial cells exposed to TGFβ1 can act as a chemotactic factor for breast cancer cells with mesenchymal properties. To test this, we performed invasion assays using conditioned medium from SV-LEC cells exposed to TGFβ1 in the absence or presence of a neutralizing antibody to IL7. The results showed that adding a neutralizing antibody against IL7, but not a control IgG antibody, was sufficient to reduce the capacity of conditioned medium from TGFβ1-treated SV-LEC cells to promote invasion of MDA-MB-231 cells (Fig. 6D).

## Discussion

In this study, we combined cellular models of TGFβ1-induced EMT with RNA sequencing analysis, database screening and invasion assays to identify chemotactic mechanisms linking TGFβ1 to EMT and lymphatic dissemination of breast cancer cells. The results showed that cells undergoing TGFβ1-induced EMT acquire significantly enhanced chemotactic capabilities. This indicates that the capacity of tumor cells to invade and migrate is not solely dictated by their mesenchymal status but also, to what extent chemotactic signals targeting these cells are present in the tumor microenvironment. With this notion, EMT may be described as a process, which activates tumor cells for invasion and migration, not only by causing loss of cell-cell junctions and reorganization of the cytoskeleton but also by providing tumor cells with the capacity to migrate towards chemotactic signals. This resembles how immune cells become activated and acquire the capacity to sense and migrate towards chemotactic cues during inflammation.

Conditioned medium from lymphatic endothelial cells stimulated chemotactic invasion of mouse mammary tumor cells and human breast cancer cells with mesenchymal properties. The effect was enhanced in the presence of conditioned medium from lymphatic endothelial cells that had been exposed to TGFβ1, suggesting that TGFβ1 induced the expression of genes in lymphatic endothelial cells that encode chemotactic factors for breast cancer cells with mesenchymal properties. RNA sequencing analysis led to the identification of a cluster of inflammatory genes that were induced in lymphatic endothelial cells upon TGFβ1 exposure. Among these were the chemokines *Cx3cl1*, *Cxcl16* and *Ccl17*, which were considered candidate chemotactic factors for breast cancer cells with mesenchymal properties. Overexpression of CX3CL1 has previously been linked to metastasis and poor prognosis in breast cancer [31]. Experimentally, it was shown that CX3CL1 can promote EMT in breast cancer cells, but this was not promoting metastatic spread to lymph nodes when cells were injected into mice [32]. CXCR6, the receptor for CXCL16, is induced in breast cancer cells by hypoxia, and was found to be expressed in lymph metastasis from breast cancer patients [33]. This indicates potential roles for these chemokines in attracting tumor cells towards the lymphatics. However, the expression of their receptors was not associated with mesenchymal features in human breast cancer cells, suggesting that these chemokines do not specifically target breast cancer cells with mesenchymal properties.

In contrast, the receptors for IL7 and IL15 were overexpressed in breast cancer cells with basal-like, mesenchymal properties, compared to luminal cells. IL7 and IL15 belong to the IL-2 family of cytokines that are known for their roles in T cell maturation and homeostasis [34]. IL7 has previously been found to be expressed in lymphatic endothelial cells and vessels and to be important for lymphatic drainage and lymph node remodeling [35, 36]. Most cancer-related studies on IL7 and IL15 have focused on hematological malignancies [37]. During recent years, there has been an increased interest in the IL-2 cytokine family in cancer immunotherapy [38]. The role of IL7 and IL15 in solid tumors is less clear. IL15 was reported to affect breast cancer metastasis in mouse models by regulating the activity of natural killer cells, T cells and macrophages [39]. Overexpression of IL7 and the IL7R correlates with invasion and poor prognosis in breast cancer [40]. Moreover, recent data show that IL7 is part of a cytokine signature linked to metastasis in breast cancer patients [41].

Both IL7 and IL15 stimulated invasion of MDA-MB-231 cells. IL7 and IL15 also stimulated invasion of TGFβ1-treated, mesenchymal NMuMG cells more efficiently than non-treated, epithelial cells. However, the IL7R and the IL15Ra were not induced during TGFβ1-induced EMT in NMuMG cells, suggesting that other signaling pathways drive the expression of these receptors in basal breast cancer cells. The chemotactic effect of IL7 was more potent than that of IL15 and we therefore tested whether a neutralizing antibody against IL7 could inhibit invasion of MDA-MB-231 cells towards conditioned medium from TGFβ1-exposed lymphatic endothelial cells. Indeed, the presence of a neutralizing antibody against IL7 significantly inhibited invasion of MDA-MB-231 cells towards conditioned medium from TGFβ1-exposed lymphatic endothelial cells.

**Fig. 7:**
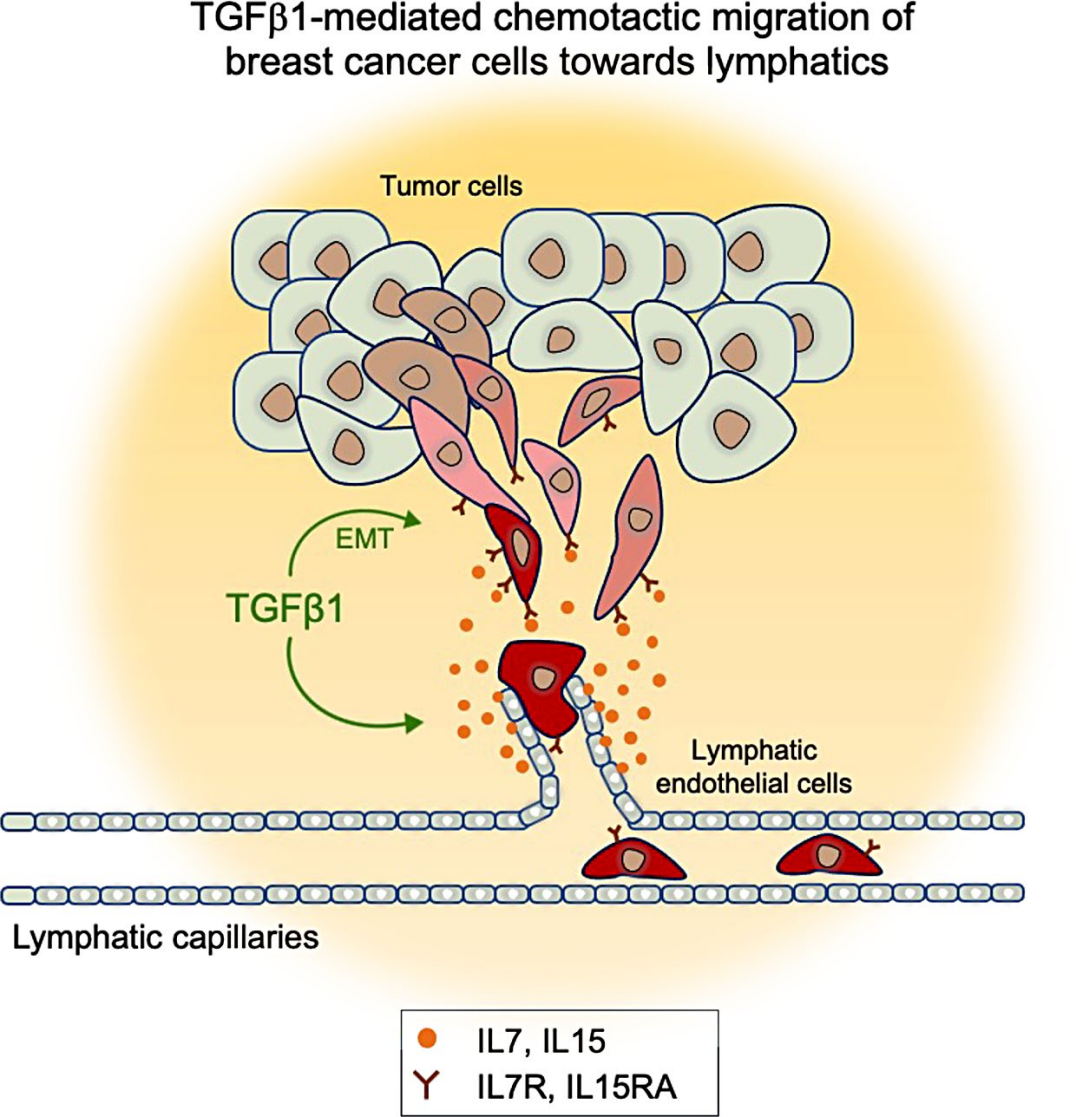
TGFβ1 promotes chemotactic migration of breast cancer cells towards lymphatics. Schematic summary of the results indicating that TGFβ1 plays dual roles in lymphatic dissemination of breast cancer cells by (i) inducing EMT and providing tumor cells with mesenchymal and invasive properties and (ii) stimulating lymphatic endothelial cells to produce chemotactic factors including IL7 and IL15. As a result, breast cancer cells with mesenchymal properties, which overexpress IL7 and IL15 receptors, are activated for chemotactic migration towards the lymphatics

Together, the results indicate that TGFβ1, in addition to its capacity to induce EMT in breast cancer cells, can act on lymphatic endothelial cells to promote the expression of factors, which are chemotactic for breast cancer cells with mesenchymal properties (Fig. 7). Thus, TGFβ1 could play dual roles in lymph metastasis by (i) inducing EMT and thereby providing tumor cells with invasive properties and capabilities to migrate towards chemotactic cues in the tumor microenvironment and (ii) stimulating lymphatic endothelial cells to produce chemotactic factors, which favors chemotactic migration towards the lymphatics. This adds to the previously established pleiotropic role of TGFβ1 as a cytokine, which orchestrates cellular crosstalk and plasticity in the tumor microenvironment. Further analysis are warranted to determine the contribution of IL7 and IL15 in mediating lymphatic dissemination of breast cancer cells in vivo.

### Electronic Supplementary Material

Below is the link to the electronic supplementary material.

Supplementary Material 1

# Supplementary material for: TGFß1 Stimulates Lymphatic Endothelial Cells to Produce IL7 and IL15, Which Act as Chemotactic Factors for Breast Cancer Cells with Mesenchymal Properties
**Source:** J Mammary Gland Biol Neoplasia. 2023 Dec 6;28(1):25. doi: 10.1007/s10911-023-09552-y
**Supplement:** Supplementary file 1 — Supplementary Material 1

# TGFβ1 stimulates lymphatic endothelial cells to produce IL7 and IL15, which act as chemotactic factors for breast cancer cells with mesenchymal properties

**Nikolina Giotopoulou^1^, Wenyang Shi^1^, Malgorzata Maria Parniewska^1^, Wenwen Sun^2, 3^, Jonas Fuxe^1, 3, *^**

Stockholm, Sweden

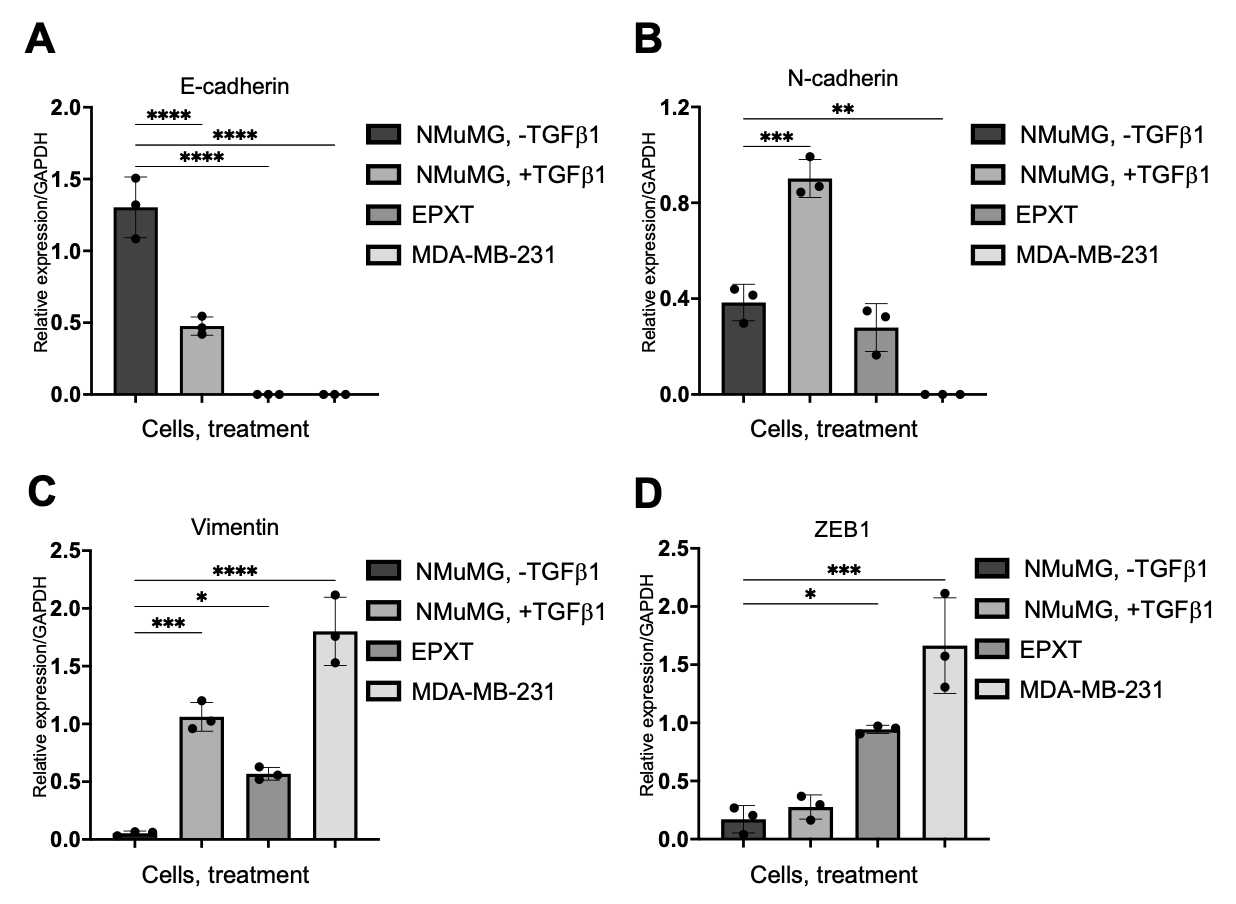

**Figure S1. Quantification of Western blot data in Fig. 1A. (A-F)** Graphs showing protein expression of EMT markers in untreated (control) and TGFβ1 treated NMuMG cells, EpXT cells and MDA-MB-231 (MDA231) cells. Data represent results from three independent experiments with three technical replicates per condition and experiment. **** = P < 0.0001, *** = P < 0.001, ** = P < 0.01, * = P < 0.05.

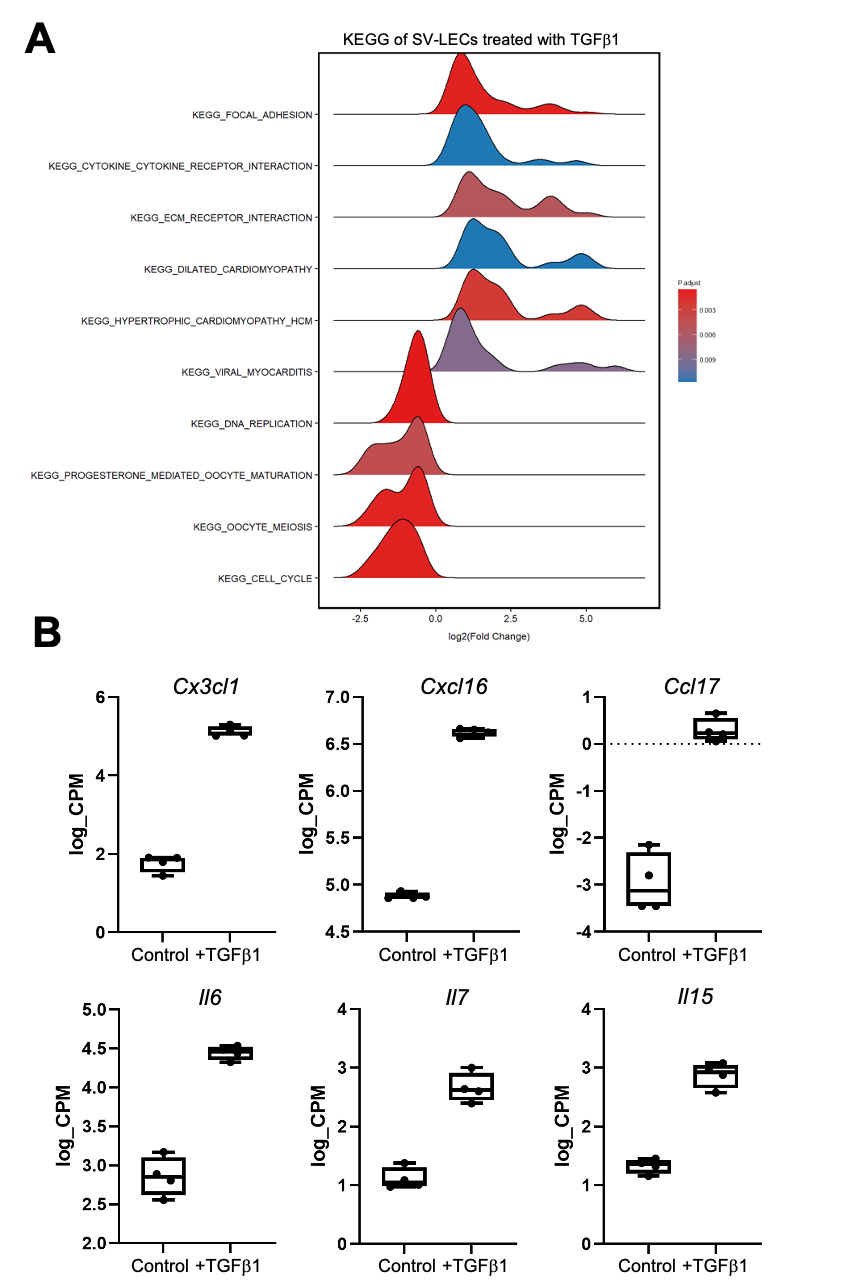

**Figure S2. Analysis of the effect of TGFβ1 on gene expression in SV-LECs. (A)** Gene set Enrichment analysis of molecular signature database and KEGG pathways. (**B**) Data from RNA seq analysis showing differences in expression values (log_CPM) of the chemokines *Cx3cl1*, *Cxcl16* and *Ccl17*, and the interleukins *Il6*, *Il7* and *Il15* in TGFβ1 treated compared to non-treated (control) SV-LEC lymphatic endothelial cells.

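The log2 CPM of the 6 genes were computed with TMM-normalized library sizes and a prior count of 2, and are given as mean ± SD over n = 4 libraries. Cx3cl1 went from 1.73 ± 0.21 to 5.15 ± 0.13, Cxcl16 from 4.85 ± 0.037 to 6.66 ± 0.046, and Ccl17 from -2.97 ± 0.61 to 0.32 ± 0.25. Il6 went from 2.82 ± 0.26 to 4.48 ± 0.091, Il7 from 1.08 ± 0.18 to 2.69 ± 0.26, and Il15 from 1.30 ± 0.12 to 2.91 ± 0.21. The gap between the highest untreated and the lowest TGFβ1-treated library was smallest for Il7, at 1.09, and largest for Cx3cl1, at 3.18, so the groups were separated by more than the spread between libraries in each gene. The values for Ccl17 in untreated cells rest on 0 to 3 counts per library and depend on the prior count.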

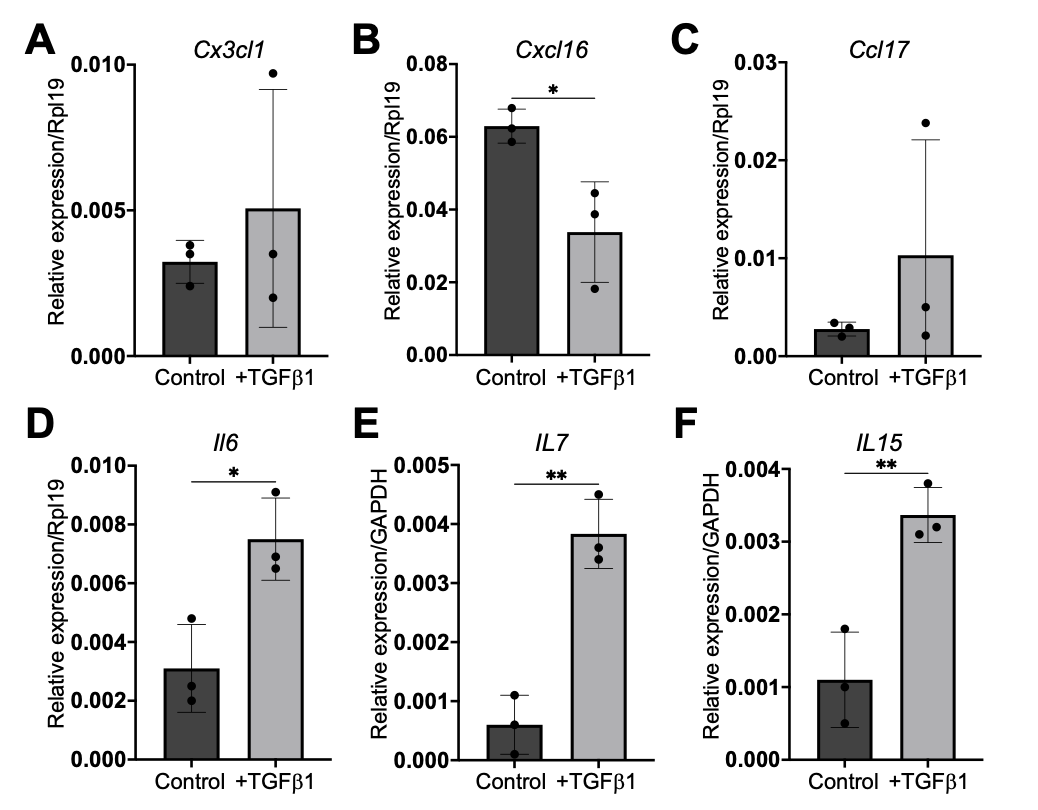

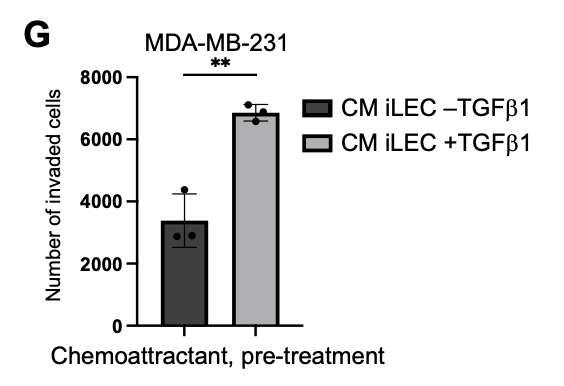

**Figure S3. Changes in chemokine expression in TGFβ1 treated versus non-treated lymphatic endothelial cells.** (**A-D**) QPCR results showing the expression of chemokines in untreated (control) and TGFβ1 treated SV-LEC cells. (**E, F**) QPCR results showing the expression of *IL7* and *IL15* in untreated (control) and TGFβ1 treated human iLEC cells. Data points represent technical replicates from three independent qPCR experiments. (**G**) Results from invasion assays showing that conditioned medium from iLEC cells exposed to TGFβ1 stimulates migration of MDA-MB-231 cells more than medium from non-treated cells. Data points represent averages from three independent qPCR experiments. **** = P < 0.0001; ** = P < 0.01; * = P < 0.05.

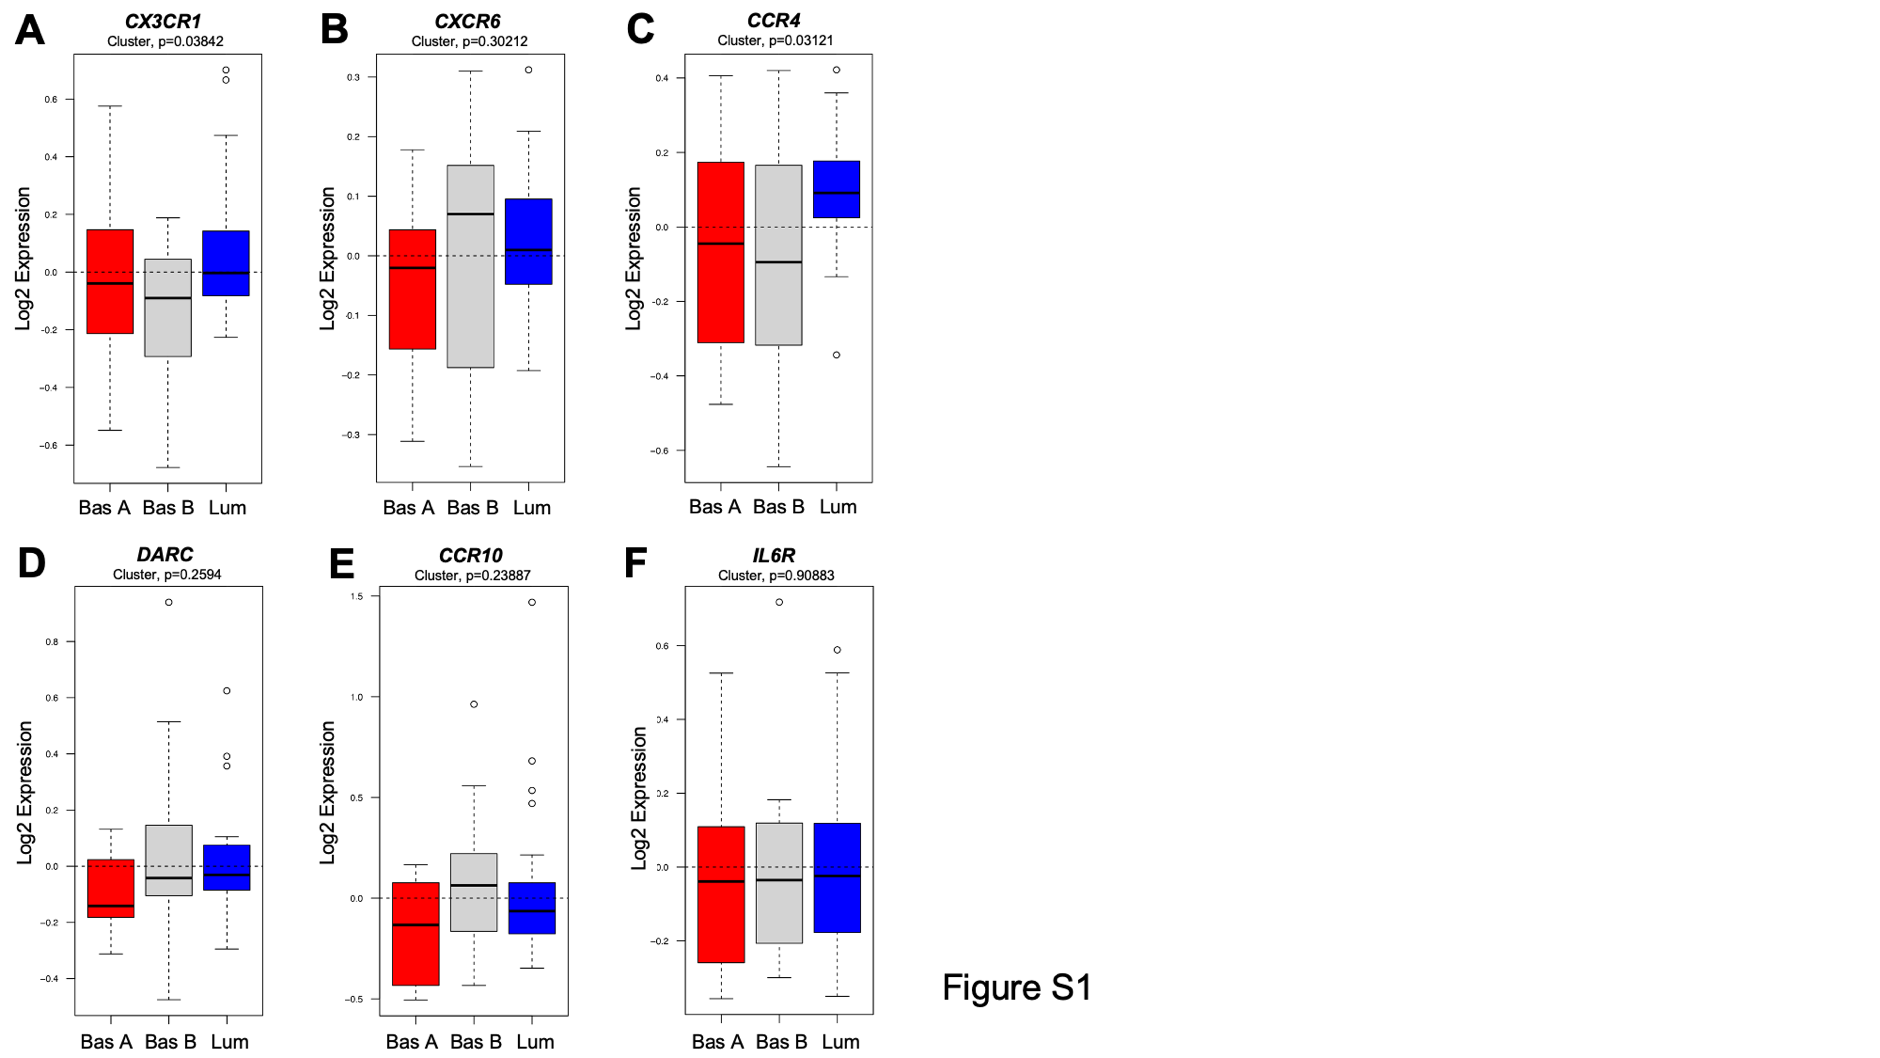

**Figure S4. Log2 expression data from the GOBO database. (A-F)** Graphs showing the expression of *CX3CR1* (**A**), *CXCR6* (**B**), *CCR4* (**C**), *DARC* (**D**), *CCR10* (**E**) and *IL6R* (**F**), in human breast cancer cells classified as basal A (Bas A, red bars), basal B (Bas B, grey bars) or luminal cells (Lum, blue bars).

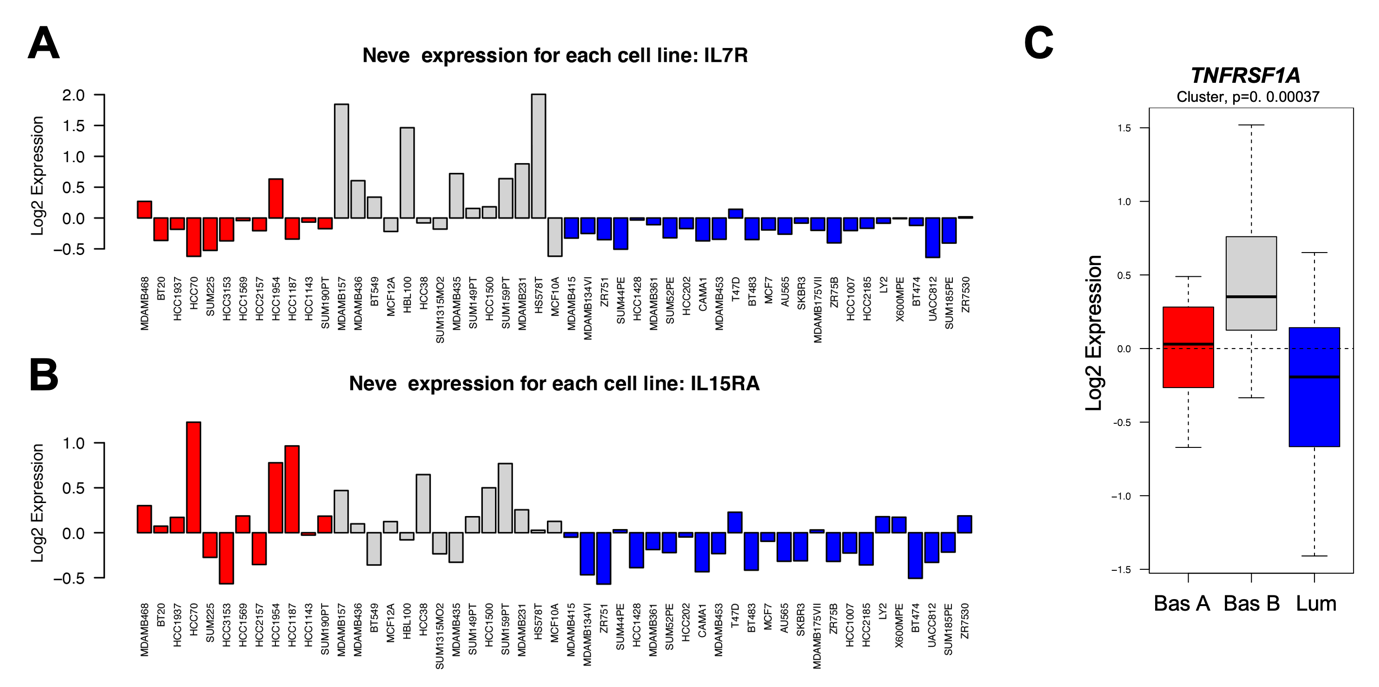

***IL7R* expression in human breast cancer cells**

***IL15RA* expression in human breast cancer cells**

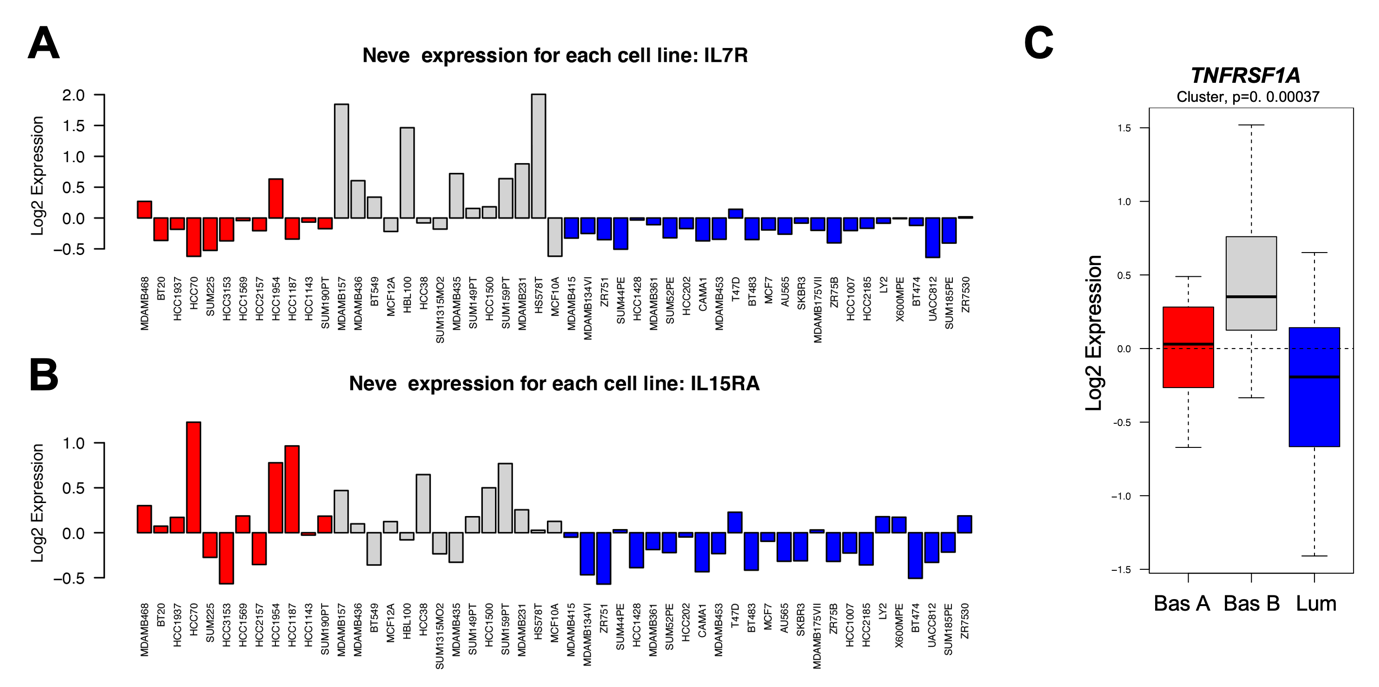

**Figure S5. Log2 expression data from the**

**GOBO database. (A, B)** Log2 expression of

the *IL7R* (**A**) and *IL15RA* (**B**) in individual

human breast cancer cells classified as basal A

(red), basal B (grey) or luminal cells (blue).

(**C**) Log2 expression of *TNFRSF1A* in human

breast cancer cells classified as basal A (red),

basal B (grey) or luminal cells (blue).

**Supplementary Table 1:** **List of primers used for qPCR.**

**
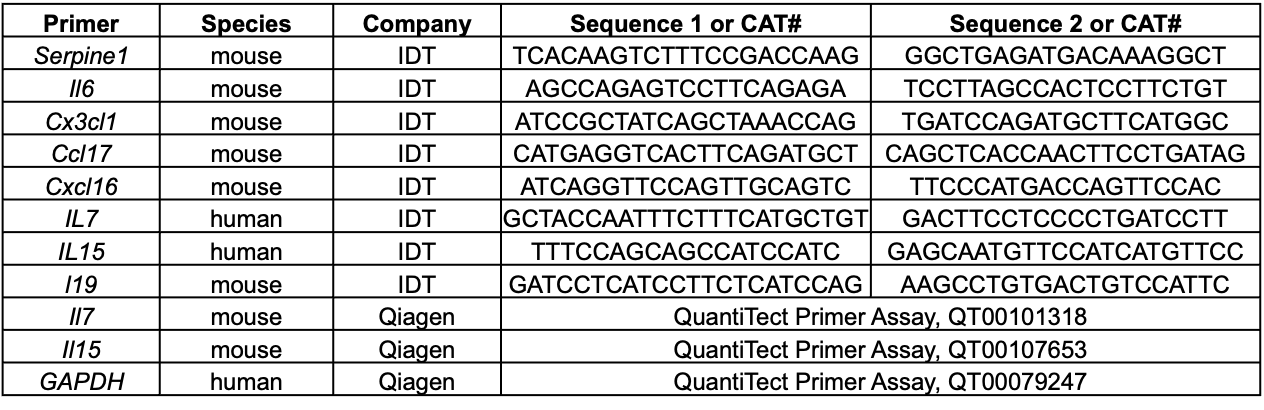
**

**Supplementary Table 2:** List of 120 genes induced >1.5logFC in SV-LEC cells by TGFβ1 and belonging to GO term: extracellular space.

How the deposited data were processed for this re-analysis (not part of the article)

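RNA of SV-LECs left untreated or treated with 10 ng/ml TGFβ1 for 72 h was sequenced in 4 libraries per group, 8 in all. The authors prepared the libraries with a stranded poly(A) kit, aligned the reads to GRCm38 and deposited raw counts of reads per gene for 55471 genes. No normalization was found in the values, which are whole numbers. The table lists genes by Ensembl identifier and symbol, and 349 symbols occur more than once, so identifiers were used for matching. The paper's text names edgeR for the comparison and an FDR under 0.05. It does not name a filter on low counts, the counting program, the annotation release or the use of strand.

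Libraries were assigned to groups by their labels, which are the column names. The numbers 1 to 4 in the labels were the only source for a pairing of untreated with treated libraries, and the paper does not describe the samples as paired. The replicate number was therefore left out of the model and added as a replicate block in an alternative fit. The paper calls the samples technical replicates, so each p-value refers to technical variation between libraries.

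Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr on the groups at its default settings, libraries were normalized by TMM, dispersions were estimated with estimateDisp, and the groups were compared with glmFit and glmLRT. Log2 fold changes carry edgeR's default prior count. Benjamini-Hochberg FDRs were taken over all 13818 genes tested, and the thresholds were an FDR of 0.05 and, for strong changes, a log2 fold change of 1.5. For the most significant genes the FDR is smaller than the computer can represent, and the likelihood ratio statistic is given instead. The quasi-likelihood test, glmTreat and DESeq2 1.42.0 served as alternatives. Gene sets were tested with fgsea 1.28.0 on its mouse Reactome sets of 15 to 500 genes and on the cell cycle lists of Seurat 5.3.0, and with camera in limma 3.58.1 at an inter-gene correlation of 0.01. Hallmark, KEGG and Gene Ontology sets were not used here. Gene positions, transcript lengths and GC content came from GENCODE M21, which matched 55230 of the genes. Stretches of 75 bases shared between the transcripts of different genes were counted in the same annotation.

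The pipeline was tested on simulated data with 13818 genes, of which 200 were changed. The likelihood ratio test called 188 of these and 21 others, so that 10.0% of its calls were false at a nominal 5%. The quasi-likelihood test called 185 and 10 others, a share of 5.13%, and DESeq2 called 185 and 11 others, a share of 5.61%. No changed gene was called with the wrong sign. In the real data 75.6% of the genes tested were called, so these shares of false calls do not carry over to the real calls. None of 101 random gene sets passed an adjusted p of 0.05 from fgsea. The simulated genes were drawn independently of each other, so this does not test sets of correlated genes.

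Total counts per library were between 18952504 and 26386941. A gene with 3 counts in a library lies between 0.113 and 0.162 CPM by normalized library size, and fold changes against a group in which no library exceeded 3 counts are given as lower bounds against the mean floor of that group, 0.135 CPM in untreated and 0.143 in treated libraries. Thresholds, rankings, medians and comparisons between settings or with the paper used edgeR's estimates for these genes too, which can lie far above the bounds and depend on the prior count. Floors cover counting error only.

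The genes open to naming in the text were chosen by a rule, and many of them are given as counts and ranges or not at all. It took every gene that the paper's text, Fig. 3A or Supplementary Fig. S2B names and the mouse genes of the EMT markers, receptors and chemokines in the text. It added the 3 genes with the largest likelihood ratio statistic and the 3 with the largest log2 fold change in each direction among genes whose groups did not overlap, ligand genes with an absolute log2 fold change above 1.5, and marker genes of endothelial cells. Genes named outside the rule because of their values are identified as such where the text discusses them. The TGFβ response genes Smad6, Id1, Id2, Id3, Tgfb2, Acta2 and Ccn2 come from a separate list, and Zmynd15, Gm16685, Gm20425 and Ms4a4b are named for the sequence that they share with other genes. 1 gene under the rule was left out of every list and is not reported here.

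The alternatives were the quasi-likelihood test, DESeq2, DESeq2 size factors in edgeR, total counts without composition factors, no filter on low counts, a filter of 1 CPM in at least 4 libraries, an FDR of 0.01, glmTreat, a prior count of 2, the replicate block, rankings by signed statistics, and each library left out in turn. GC slopes centred within each group as a covariate, protein-coding genes alone, genes with an Entrez identifier alone and glmTreat for the 6 ligand genes were added later. Quantitative PCR, ELISA, invasion assays and patient data were not analysed here.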

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

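The tests of total-count scaling and of GC content for the ligand genes were chosen only after the result was seen. So was the test of GC content for single libraries. The tests of shared reads and of chance were chosen before.

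The paper names 6 interleukins and chemokines, all above a log2 fold change of 1.5. Among the other ligand genes tested, 8 were also significantly higher after TGFβ1, and apart from Cxcl12 they were picked out because of their values. The log2 fold changes were 1.41 for Ccl5, 1.40 for Ccl9, 1.39 for Ccl2, 1.15 for Ccl7, 0.75 for Il11, 0.56 for Ccl8, 0.41 for Cxcl12 and 0.31 for Cxcl1. Cxcl12, the most abundant of them, rose from 873 ± 41.5 to 1162 ± 28.0 CPM (SD, n = 4 libraries per group). Ccl2 rose from 97.3 ± 10.8 to 255 ± 12.7 CPM and Ccl7 from 71.1 ± 4.04 to 158 ± 8.83 (SD, n = 4), so that these 3 genes were more abundant than each of the 6 named genes. The FDRs from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment were 1.13e-20 for Cxcl12, 4.58e-87 for Ccl2, 7.80e-95 for Ccl7 and 0.0331 for Ccl8.

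Reads shared between similar genes do not account for these rises, since the largest share of read-length stretches held in common with another gene on the same strand was 0%. With total counts only, 7 of the 8 genes passed the threshold, and Ccl8 did not (log2 fold change 0.49). With the GC slope of each library as a covariate, 8 of the 8 passed, but the slopes were centred within each group, so this does not exclude a GC difference between the groups. The rise of Ccl8 was also lost with DESeq2 (log2 fold change 0.57) and without the filter on low counts (log2 fold change 0.53), and in 4 of the 8 fits that each left out 1 library. In all 8 genes, Ccl8 included, the 4 treated libraries lay above the 4 untreated ones. For the 7 genes other than Ccl8 a biological response of the transcripts to TGFβ1 may remain, as a hypothesis from technical replicates next to a GC difference between the groups. Whether the proteins are secreted was not analysed here.

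In 8 groups, 1 library lay far from the other 3, as measured by its gap to the nearest library divided by the range of the group. The ratio was 0.937 for Angptl4 in TGFβ1-treated library 1, 0.912 for Il16 in untreated library 4, 0.871 for Il33 in untreated library 2 and 0.860 for Ms4a2 in TGFβ1-treated library 2. It was 0.840 for Notch3 in untreated library 1, 0.859 for Snai2 in TGFβ1-treated library 2, 0.874 for Thbs2 in untreated library 4 and 0.888 for Zmynd15 in untreated library 3. Dixon's rule at the 95% level was applied to 216 groups, for which chance gives 10.8, and the one-sided binomial p for 8 or more was 0.850. The groups come from the same 8 libraries and are not independent, as this p assumes, so it is only a guide. After the GC slope of each library was removed, 9 groups passed, 4 of them among these 8 and 5 others, which leaves a contribution of GC content open. The number of 8 lay below the 10.8 that chance gives, and no biological explanation was tested.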

How the results depend on the processing

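Apart from the covariate for GC content, its combination with the replicate block, glmTreat for the 6 ligand genes, and the restrictions to protein-coding genes or to genes with an Entrez identifier, which were chosen after the data were seen, the alternatives were set before the data were examined.

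Of 17 main results, 12 kept their direction and their side of the threshold, or stayed within 1.5 times their count, under every alternative that was run. The exceptions were the number of genes tested, 27709 without the filter on low counts against 13818, and the number of genes with a log2 fold change above 1.5, which was 2234 without the filter and 557 with glmTreat against 836. With glmTreat, which asks for a change above 1.5, the rises of Il6 (log2 fold change 1.64, FDR = 0.418), Il7 (1.66, FDR = 0.764) and Il15 (1.64, FDR = 0.776 from edgeR) were no longer significant. The cause was not tested for the number of genes.

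Across the alternatives with all libraries, 4627 to 6385 genes were higher and 4789 to 5899 lower. Leaving out 1 library at a time gave 5111 to 5301 higher genes, 5091 to 5245 lower genes, and 844 to 945 genes above 1.5. Each of the last counts exceeded the 836 with all libraries. The filter on low counts was run again on the remaining libraries in each fit, so these ranges do not show the effect of the libraries alone. In the fits with 1 library left out, the log2 fold changes ran from 1.53 to 1.75 for Il7, 1.57 to 1.74 for Il15, 1.55 to 1.76 for Il6, 3.35 to 3.49 for Cx3cl1, 1.80 to 1.83 for Cxcl16 and 4.08 to 5.82 for Ccl17. The values of Ccl17, which had at most 3 counts in each untreated library, are estimates that depend on the prior count, and it was at least 8.69-fold higher. Ccl17 has no value under the filter of 1 CPM, and its log2 fold change was 3.21 with a prior count of 2, so the depth limits its size but not its direction.

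With the replicate block, 5075 genes were higher, 5077 lower and 839 above 1.5, against 5198, 5251 and 836 without it. It gave 119 genes of Supplementary Table S2, 14 higher and 7 lower ligand genes, and an odds ratio of 5.35, each as without the block. The log2 fold changes with the replicate block were 1.66 for Il7, 1.65 for Il15, 1.66 for Il6, 3.45 for Cx3cl1, 1.81 for Cxcl16 and 4.54 for Ccl17. The medians were -0.61 for S phase, -1.75 for G2/M and 0.43 for matrix genes. After removal of the group means, the correlations between untreated and treated libraries of the same number averaged -0.0974 and ran from -0.193 to -0.0336. None was positive, so the libraries show no sign of pairing by number. Only the group means had been removed, so a pairing hidden by the GC differences between libraries is not excluded. The average of 0.0325 for other pairs is not separate evidence, since removal of the group means makes the 2 averages balance each other.

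Among 100 single genes, 1893 values were compared with the main value. Of these 1837 kept direction and call, 42 were no longer significant, 13 became significant and 1 reversed, spread over 13 genes. The reversal was Tek, which was not significant. Its log2 fold change was -0.16 with all libraries and ran from -0.30 to 0.0131 across the 8 fits that each left out 1 library, the last without untreated library 4. The cause was not tested.

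The real grouping was compared with the 8 splits of the libraries that part all same-numbered pairs, itself included. Only 1 of the 8 reached each of the counts, medians and the odds ratio, and 1 of 35 did when all splits were counted. The share of 1 in 8 cannot be smaller by design, so the comparison within pair-parting splits alone cannot decide. Of the other splits, 24 part 2 pairs and 3 part none. The libraries showed no sign of pairing by number, although a hidden pairing is not excluded. The comparison over all 35 splits was therefore read as well, and there only the real grouping reached these values. Among these results, the largest values in any other split were 9 changed genes, 3 genes above 1.5, and median log2 fold changes of 0.35, 0.85 and 0.27 in size for S phase, G2/M and matrix genes. With at most 3 genes above 1.5, no other split could reach the odds ratio or the number of Supplementary Table S2 genes. That list also holds the authors' own calls on the real grouping. For these results the comparison was therefore fixed beforehand and adds no evidence.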

Differences from the paper's values

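None of the paper's stated counts or log2 fold changes that were computed here differed by the criteria applied, a ratio above 1.5 for counts and a gap above the error for log2 fold changes. Smaller differences remain. The paper reports 12,869 detected mRNAs, 4971 upregulated and 4996 downregulated genes and 685 genes above a log2 fold change of 1.5, against 13818, 5198, 5251 and 836 here. No setting that was run gave exactly the paper's numbers. With at least 1 CPM in at least 4 libraries, an alternative set before the data were examined, they were 12689, 4911, 4941 and 631. Among protein-coding genes alone, a restriction chosen after seeing the values, they were 12404, 4834, 4845 and 722, and among genes with an Entrez identifier, chosen in the same way, 12743, 4944, 4973 and 745. Further combinations of these gene subsets and other limits on CPM were looked at after seeing the values, and none gave the paper's numbers either.

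The log2 fold changes of the genes in Supplementary Table S2 were lower than the paper's by a nearly constant amount, with a median difference of -0.0111 and a range from -0.0142 to -0.00933. In 7 of these genes no untreated library had more than 3 counts, so for them the comparison is between estimates that depend on the prior count. Calr, which the paper lists above 1.5, reached 1.4954. With the DESeq2 Wald test, and with DESeq2 size factors in edgeR, all 120 genes passed both cutoffs. Calr itself also passed with the filter of 1 CPM in at least 4 libraries (1.51), without untreated library 3 (1.52), without TGFβ1-treated library 3 (1.50) and, in a restriction chosen after seeing the values, among protein-coding genes (1.50). Other genes of Supplementary Table S2 were lost in some settings. The number that passed both cutoffs was 108 with the filter of 1 CPM, 112 with a prior count of 2 and 116 with total counts only.

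For Cxcl16, Fig. S3B shows lower expression in TGFβ1-treated cells by qPCR, and the libraries gave a log2 fold change of 1.81. Fig. 3A labels its horizontal axis as logCPM. The genes that it names had log2 fold changes from -5.44 to 5.31 here.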

Other observations

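The tests of GC content and depth for the second axis of variation, and all tests on marker genes and Ms4a2, were chosen only after the result was seen. The genes Prr7, Scand1 and Ms4a4d were singled out after their values were seen.

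Within both groups the libraries spread along a second principal component. The loadings of genes on this axis correlated with their GC content (Spearman's rho 0.337 across genes, which are not independent replicates) and hardly with transcript length (rho -0.0777). Library totals showed no detectable relation with the axis over the 8 libraries (Spearman's rho 0.381, exact permutation p = 0.360, and Pearson's r 0.452, exact permutation p = 0.265). Without the 2 libraries with the most extreme totals, r was 0.181. The GC slopes of the 8 libraries had the same order as their positions on the axis. They ran from 0.00667 at position 15.4 in untreated library 1 to -0.00572 at -15.6 in untreated library 4. Slopes and positions come from the same counts, so they are not independent. A GC bias that differs between libraries may therefore account for part of the spread. No batch is given in the labels, so it was not possible to recompute the comparison within batches. Adding each library's GC slope as a covariate brought Prr7 (log2 fold change 1.08) and Scand1 (log2 fold change 1.03) past the threshold. The slope was estimated from the same libraries, so these calls are to be read with care.

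More genes had at least 1 count in the TGFβ1-treated libraries (21054 to 22128) than in the untreated libraries (19725 to 20662). After thinning to the smallest total, the lowest treated library still had 20951 genes, against at most 19800 in an untreated one, so depth does not account for the difference. Olfactory and vomeronasal receptor genes, used as a measure of genomic background, had 13.3 to 14.0 CPM in treated libraries and 11.8 to 14.4 in untreated ones. These ranges overlap, and 2 of the 4 untreated libraries lay below every treated one. The untreated library with the highest value had 19689 genes after thinning, fewer than every treated library, so background by this measure does not account for the whole difference. The 100 most counted genes took 17.2 to 17.4% of the counts in treated libraries and at most 15.4% in untreated ones, the opposite of what a few dominant genes in untreated cells would give. Other technical explanations were not tested for this pattern, and a broader expression after TGFβ1 remains a hypothesis.

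Strong rises outnumbered strong falls by 1.98 to 1. Among the 9665 genes with a mean of at least 10 CPM there were 249 rises and 186 falls, a ratio of 1.34, and below that mean there were 587 and 237, a ratio of 2.48. Low counts may thus account for part of the excess. Log2 fold changes correlated little with transcript length (rho 0.0763 across genes) and with GC content (rho 0.111), and the latter leaves a contribution of GC content open.

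Of 26 endothelial and lymphatic marker genes, 11 were tested and 9 had at most 3 counts in every library, with a median of 0.253 CPM over the list. In untreated cells Prox1 and Erg had 0 counts, Lyve1 0.0693, Pecam1 0.0669 and Cdh5 0.0127 CPM. Pdpn (342), Nrp2 (66.4), Gata2 (53.7), Nr2f2 (45.8), Flt4 (21.6), Flt1 (17.6) and Kdr (11.6 CPM) lay above 10 CPM. The number of marker genes without an entry in the count table was 0. A list of 15 mesenchymal genes, of which 14 were tested, had a median of 197 CPM and lay at percentile 100 among 10000 random lists of tested genes. It was written after the most counted genes had been seen, so this test does not settle whether the line has a fibroblast-like profile, which remains a possible explanation.

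Ms4a2 fell from 269 ± 4.12 to 21.3 ± 2.83 CPM (SD, n = 4), a log2 fold change of -3.66. It shares 1.23% of its read-length stretches with Ms4a4b. Other mast cell markers reached 0.127% of its level in untreated libraries and the highest other Ms4a gene, Ms4a4d, 2.78%. RNA from mast cells and reads of neighbouring Ms4a genes are therefore unlikely sources, and TGFβ1-dependent expression by the line itself remains a hypothesis.

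Rpl19, the reference gene of the qPCR in Supplementary Fig. S3A-D, had a log2 fold change of 0.12 (FDR = 0.0197 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). It was not significant when libraries were scaled by total counts (log2 fold change 0.05). It shares 50.05% of its read-length stretches with other genes on the same strand.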
